# RIP140 deficiency enhances cardiac fuel metabolism and protects mice from heart failure

**DOI:** 10.1172/JCI162309

**Published:** 2023-05-01

**Authors:** Tsunehisa Yamamoto, Santosh K. Maurya, Elizabeth Pruzinsky, Kirill Batmanov, Yang Xiao, Sarah M. Sulon, Tomoya Sakamoto, Yang Wang, Ling Lai, Kendra S. McDaid, Swapnil V. Shewale, Teresa C. Leone, Timothy R. Koves, Deborah M. Muoio, Pieterjan Dierickx, Mitchell A. Lazar, E. Douglas Lewandowski, Daniel P. Kelly

**Keywords:** Cardiology, Heart failure, Mitochondria, Transcription

## Abstract

During the development of heart failure (HF), the capacity for cardiomyocyte (CM) fatty acid oxidation (FAO) and ATP production is progressively diminished, contributing to pathologic cardiac hypertrophy and contractile dysfunction. Receptor-interacting protein 140 (RIP140, encoded by *Nrip1*) has been shown to function as a transcriptional corepressor of oxidative metabolism. We found that mice with striated muscle deficiency of RIP140 (str*Nrip1^–/–^*) exhibited increased expression of a broad array of genes involved in mitochondrial energy metabolism and contractile function in heart and skeletal muscle. str*Nrip1^–/–^* mice were resistant to the development of pressure overload–induced cardiac hypertrophy, and CM-specific RIP140-deficient (cs*Nrip1^–/–^*) mice were protected against the development of HF caused by pressure overload combined with myocardial infarction. Genomic enhancers activated by RIP140 deficiency in CMs were enriched in binding motifs for transcriptional regulators of mitochondrial function (estrogen-related receptor) and cardiac contractile proteins (myocyte enhancer factor 2). Consistent with a role in the control of cardiac fatty acid oxidation, loss of RIP140 in heart resulted in augmented triacylglyceride turnover and fatty acid utilization. We conclude that RIP140 functions as a suppressor of a transcriptional regulatory network that controls cardiac fuel metabolism and contractile function, representing a potential therapeutic target for the treatment of HF.

## Introduction

The remarkable energy demands of the heart are largely met by the oxidation of fatty acids and glucose in high-capacity mitochondrial networks. Fatty acid oxidation (FAO) is the chief source of adenosine triphosphate (ATP) in normal adult heart. The capacity for cardiomyocyte (CM) mitochondria to burn lipid fuels is dynamically regulated during development and by diverse physiological and pathophysiological conditions. For example, cardiac mitochondrial FAO capacity increases following birth and with exercise training (1, 2). Conversely, mitochondrial FAO is diminished in the hypertrophied and failing heart (3).

Mitochondrial respiratory capacity and fuel oxidation preferences are defined in a tissue-specific manner during postnatal developmental maturation. In the heart, this process begins shortly after birth with a dramatic mitochondrial biogenesis event driven by the transcriptional coregulator PPAR coactivator 1 (PGC-1), acting upon downstream transcription factor effectors including the nuclear receptors estrogen-related receptor (ERR) and PPAR (3). Following the mitochondrial biogenic response, cardiac mitochondria undergo maturational remodeling during the postnatal period, resulting in an enhanced capacity for FAO together with a shift from fetal to adult contractile proteins. Recently, we have shown that ERRα and -γ are critical for metabolic and contractile postnatal maturation in heart (4, 5). During the development of pathologic cardiac hypertrophy and in the failing heart, the PGC-1/ERR/PPAR circuitry is downregulated, reducing the capacity for mitochondrial FAO and respiration, resulting in a reliance on glycolytic and glucose oxidation pathways (3, 6). This mitochondrial reprogramming sets the stage for an “energy-starved” failing heart.

In vivo approaches to augment the transcriptional control of cardiac mitochondrial oxidative capacity in animal models of heart failure (HF) have largely involved overexpression strategies. For example, overexpression of PGC-1α in mouse heart triggers a mitochondrial biogenesis response that ultimately becomes uncontrolled, leading to cardiomyopathy (7, 8). From a translational perspective, a preferred strategy might involve boosting the activity of central components of the PGC-1–regulated cascade without artificial overexpression strategies. One approach could be to inhibit endogenous suppressors or natural “brakes” on this transcriptional regulatory circuitry. To this end, we have focused on the transcriptional corepressor receptor interacting protein 1 (RIP140, encoded by *Nrip1*), which has been shown to serve as a corepressor of ERR and PPAR signaling in noncardiac cells (9). Mice with generalized *Nrip1* deficiency exhibit a lean phenotype with enhanced mitochondrial respiratory function in adipose tissue and skeletal muscle (10, 11). However, the role of RIP140 as a tissue-autonomous regulator of mitochondrial fuel and energy metabolism in heart has not, to our knowledge, been assessed. Here, we demonstrate that cardiac RIP140 deficiency protected against ventricular pressure overload–induced cardiac hypertrophy and HF. Nuclear magnetic resonance–based (NMR-based) interrogation of RIP140-deficient hearts demonstrated enhanced rates of myocardial triacylglyceride (TAG) turnover and utilization. Thus, inhibition of RIP140 in heart maintained a high capacity for oxidation of fatty acids and preserved contractile function under pathophysiologic conditions that cause HF in WT hearts.

## Results

### Increased expression of genes involved in mitochondrial energy metabolism and contractile function in RIP140-deficient heart and skeletal muscle.

To explore the role of RIP140 in striated muscle, *Nrip1*-floxed (*Nrip1^fl/fl^*) mice were crossed with mice expressing Cre recombinase under the direction of the muscle creatine kinase (MCK) promoter (12) to generate cardiac and skeletal muscle RIP140-deficient mice (str*Nrip1^–/–^* mice) (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/JCI162309DS1). str*Nrip1^–/–^* mice were born at the expected Mendelian ratios and exhibited normal growth and survival during the postnatal period (data not shown).

To determine the impact of *Nrip1* gene deletion on cardiac gene expression, we conducted genome-wide RNA-Seq on cardiac ventricles of 8-week-old male str*Nrip1^–/–^* and littermate control mice. RNA-Seq analysis identified 190 upregulated genes and 101 downregulated genes in str*Nrip1^–/–^* hearts compared with control hearts (Figure 1A). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the upregulated genes revealed enrichment in pathways and processes involved in mitochondrial oxidative energy metabolism and respiration (Figure 1B and Supplemental Table 1). Further analysis of differentially expressed genes (DEGs) in the RIP140-deficient heart demonstrated upregulated expression of genes involved in FAO (*Cpt1b, Acox1*, *Acadm*, *Acadl*, *Acacb*, *Acss1*, *Slc27a1*, *Slc25a20*, *Hadha*, *Ech1*, and *Echdc2*); the TCA cycle (*Idh3g*, *Idh2*, *Ogdh*, *Suclg2*, *Odghl*, and *Sdhc*); oxidative phosphorylation (OXPHOS) (*Cox4i1*, *Cox6a2*, *Cox7a1*, and *Ndufv1*); and branched-chain amino acid (BCAA) catabolism (*Bcat2,* *Bckdha, Bckdk, Hadha, Auh, Aldh2, Ivd,* and *Mccc1*). In addition, the expression of a number of genes involved in the adult program of contractile function (*Tnni3*, *Myh6*, *Myl3*, *Atp1a1*, *Cacng6*, and *Mybpc3*) was also increased in str*Nrip1^–/–^* hearts. We confirmed the regulation of a subset of DEGs by quantitative reverse transcription PCR (qRT-PCR) (Supplemental Figure 1D) and immunoblot analyses (Figure 1C). Despite the increased expression of genes involved in mitochondrial fuel and energy metabolism, mitochondrial DNA (mtDNA) was not significantly increased in the str*Nrip1^–/–^* hearts (Figure 1D). In addition, the expression of genes encoding PPARα and -δ, ERRα and -δ, and the coactivator PGC-1α, known regulators of genes involved in mitochondrial biogenesis and metabolism, were not changed in str*Nrip1^–/–^* hearts (data not shown).

Despite normal body growth, the hearts of adult (8-week-old) str*Nrip1^–/–^* mice were slightly larger than those of controls, as evidenced by an increased biventricular weight to tibia length (BV/TL) ratio, left ventricular (LV) mass index (LVMI), LV wall thickness, and CM size (Supplemental Figure 2, A–C, and Supplemental Table 2). However, LV systolic function (LV fractional shortening) was normal in str*Nrip1^–/–^* mice, and cardiac stress gene markers (*Nppa* and *Nppb*) were not elevated in str*Nrip1^–/–^* mice (Supplemental Figure 2, B and D).

The effect of RIP140 deficiency on skeletal muscle gene expression was also determined. RNA-Seq of str*Nrip1^–/–^* gastrocnemius muscle identified 1,045 upregulated genes and 923 downregulated genes in str*Nrip1^–/–^* compared with control muscle (Supplemental Figure 3A). Similar to that of the str*Nrip1^–/–^* heart, KEGG pathway analysis of upregulated genes revealed strong enrichment in pathways involved in mitochondrial fuel oxidation and OXPHOS (Supplemental Figure 3B and Supplemental Table 3). We confirmed the regulation of a subset of DEGs by qRT-PCR (Supplemental Figure 3C). In addition, protein levels of representative enzymes involved in fatty acid utilization including FAO (MCAD, LCAD) and TAG dynamics (DGAT2, ATGL) were increased in RIP140-deficient muscle, as determined by immunoblot analyses (Supplemental Figure 3D). RNA-Seq of str*Nrip1^–/–^* soleus muscle showed a similar general pattern compared with that of gastrocnemius muscle, but the degree of differential expression of genes (and pathway enrichments) was less pronounced (Supplemental Table 4). Interestingly, however, the expression of genes involved in glycolysis was downregulated in soleus muscle (Supplemental Table 4).

### RIP140 deficiency protects against pathological cardiac hypertrophy remodeling and dysfunction.

Mitochondrial oxidative capacity and FAO are downregulated during the development of pathological cardiac hypertrophy (3) coincident with increased glucose utilization. Evidence has emerged that this fuel shift is necessary for cardiac hypertrophic growth by diverting carbons from glycolysis and pyruvate to biosynthetic pathways (13, 14). Given the observed upregulated expression of genes involved in mitochondrial FAO in the RIP140-deficient hearts, we sought to assess the cardiac hypertrophic growth response in str*Nrip1^–/–^* mice. For these studies, chronic pressure overload was imposed using post-weaning aortic banding (PWAB) (15). The PWAB model involves placement of a “loose” band around the ascending aorta in 3-week-old male mice, which produces gradual and progressive LV hypertrophy and diastolic dysfunction over the ensuing 16 weeks (Figure 2A) with maintenance of systolic LV function, a phenotype that shares similarities with HF with preserved ejection fraction (HFpEF). The control mice displayed a robust hypertrophic response, as indicated by increases in the LVMI, BV/TL, and relative wall thickness (RWT) with pEF (Figure 2B and Supplemental Table 4). Remarkably, the str*Nrip1^–/–^* mice did not develop LV hypertrophy despite being exposed to a pressure overload similar to that of control mice, based on peak velocity measurements across the aortic band (Supplemental Table 5). Moreover, whereas LV diastolic dysfunction developed in the control PWAB group, as reflected by an increased ratio of early LV filling (E wave)/tissue Doppler imaging of mitral annular motion (e′ wave), E/e′ was not increased in the str*Nrip1^–/–^* mice (Figure 2B and Supplemental Table 5). Histologic analysis of CM size demonstrated that the cell area was increased to a greater extent in str*Nrip1^–/–^* hearts in response to PWAB (Figure 2C). In addition, the str*Nrip1^–/–^* mice were protected against PWAB-induced myocardial fibrosis (Figure 2D). We observed a similar resistance to hypertrophic cardiac remodeling in female str*Nrip1^–/–^* mice (Supplemental Table 6). These results indicate that str*Nrip1^–/–^* mice were protected against LV hypertrophy and diastolic dysfunction in response to chronic progressive LV pressure overload.

To further investigate the cardiac phenotype of RIP140 deficiency, we generated mice with CM-selective RIP140 deficiency to avoid the confounding effects of genetic manipulation in skeletal muscle. We crossed the *Nrip1^fl/fl^* mouse line with mice expressing Cre recombinase under the control of the cardiac-specific NKX2.5 promoter (Nkx2.5-Cre) to generate CM-specific RIP140-deficient (cs*Nrip1^–/–^*) mice (Supplemental Figure 4A). cs*Nrip1^–/–^* mice had a phenotype similar to that of str*Nrip1^–/–^* mice with normal survival, normal body growth, and mild cardiac hypertrophy with normal LV systolic function without induction of pathological hypertrophic gene markers (Supplemental Figure 4, B–D, and Supplemental Table 7). We also confirmed that the expression of genes involved in FAO (*Cpt1b*, *Acadm*, *Slc27a1*, *Hadha*, and *Ech1*), the TCA cycle and OXPHOS (*Idh2*, *Ndufv1*, and *Cox6a2*), and BCAA catabolism (*Bckdha* and *Ivd*) was increased (Supplemental Figure 4E), similar to what we observed in str*Nrip1^–/–^* hearts. The protein levels of 2 representative FAO genes, MCAD and LCAD, were increased in cs*Nrip1^–/–^* hearts (Supplemental Figure 4F). Notably, protein levels of PPARα, ERRα, ERRγ, and PGC-1α were similar in cs*Nrip1^–/–^* and control hearts (data not shown).

The modest cardiac hypertrophy with normal function observed with echocardiographic analysis of the cs*Nrip1^–/–^* hearts suggested an adaptive or physiological form of cardiac hypertrophy such as occurs with exercise training. CMs isolated from cs*Nrip1^–/–^* mice were modestly but significantly larger in size (width/length ratio), further confirming a hypertrophic phenotype at baseline (Figure 3A). To further explore the basis for this phenotype, we probed candidate cellular signaling pathways known to be involved in CM hypertrophic growth in the hearts of cs*Nrip1^–/–^* mice. Phosphorylation of S6 and 4E-BP1, downstream markers of mTORC1 activation, was significantly increased in cs*Nrip1^–/–^* hearts (Figure 3B). In contrast, phosphorylation levels of AKT, AMPK, ERK, and STAT3 were unchanged or undetected (data not shown), suggesting that the activation of mTORC1 activity was independent of these pathways. Notably, mTORC1 signaling has been implicated in the mechanism of physiological hypertrophy and its protection against pathological insult (16, 17). We also probed the activity of the mTORC1 pathway in the heart samples harvested from the PWAB study conducted in the str*Nrip1^–/–^* mice (Figure 2). Interestingly, we found that the increased phosphorylation of 4E-BP1 was unchanged with chronic pressure overload in the str*Nrip1^–/–^* hearts, whereas phosphorylation was increased in the WT controls, while S6 phosphorylation was unchanged (Figure 3C). These collective results demonstrate that mTORC1 signaling was activated in RIP140-deficient hearts, consistent with a physiological hypertrophy phenotype, and identify a potential mechanism involved in the defense of the str*Nrip1^–/–^* hearts against PWAB-induced pathologic hypertrophic growth.

The observed protection against pathologic cardiac hypertrophy and diastolic dysfunction exhibited by the str*Nrip1^–/–^* mice in response to PWAB led us to explore the impact of cardiac RIP140 deficiency in HF with reduced EF. To this end, the cs*Nrip1^–/–^* mice were subjected to transverse aortic constriction combined with small apical myocardial infarction (TAC/MI) surgery, which results in progressive LV dilatation and systolic dysfunction over the ensuing 4 weeks (18, 19) (Figure 4A). The MI size, as determined by echocardiographic assessment of wall motion abnormalities (see Methods), was not different between the groups (Figure 4A). Similar to the response of the str*Nrip1^–/–^* mice subjected to PWAB, the LV hypertrophic response was significantly diminished in the cs*Nrip1^–/–^* male mice after TAC/MI (Figure 4B and Supplemental Table 8). In addition, we noted substantially less LV dilatation and dysfunction in the cs*Nrip1^–/–^* mice. Specifically, LV end-diastolic volume (LVEDV) and LV end-systolic volume (LVESV) were increased to a lesser extent in cs*Nrip1^–/–^* mice following TAC/MI compared with controls (Figure 4, C and D, and Supplemental Table 8), and the reduction in LVEF was significantly less in the RIP140-deficient mice (Figure 4, C and D, and Supplemental Table 8). These results demonstrate that cs*Nrip1^–/–^* mice were partially protected against the development of HF caused by chronic LV pressure overload and ischemic insult.

### Genomic interrogation identifies cardiac RIP140-suppressed pathways relevant to the cardioprotective phenotype of csNrip1^–/–^ mice.

As an initial step to define gene-regulatory events involved in the cardioprotective effect of cardiac *Nrip1* deletion, we conducted RNA-Seq on cs*Nrip1^–/–^* and cs*Nrip1*^+/+^ littermate control hearts 4 weeks after sham or TAC/MI surgery. Principal component analysis (PCA) of the gene expression patterns delineated the 4 distinct groups (Figure 5A). As expected, TAC/MI surgery resulted in significant gene expression reprogramming compared with sham-operated hearts in the cs*Nrip1^+/+^* groups, including, as expected, many DEGs involved in mitochondrial energy metabolism and contractile function (Figure 5A; solid arrow). Notably, this effect was substantially attenuated for a large number of genes in the cs*Nrip1^–/–^* group (Figure 5A; dashed arrow). We quantified this attenuation statistically by identifying genes that had (a) differential expression between the sham and TAC/MI groups for the control genotype; (b) differential expression between the control and cs*Nrip1^–/–^* groups with TAC/MI; and (c) differential expression between the control and TAC/MI groups and were diminished with RIP140 deficiency. This approach defined a set of “protected” genes, in which the effect of TAC/MI surgery on DEGs was significantly (FDR <0.05) reduced. We identified 2,206 genes protected by RIP140 deficiency using this approach (1,213 genes significantly less upregulated, 993 genes less downregulated). Genes that were less downregulated were enriched in FAO, BCAA catabolism, OXPHOS, and cardiac muscle contraction pathways (Figure 5, B and D, and Supplemental Table 9), whereas genes protected from upregulation were enriched in fibrosis and hypertrophy pathways, among others (Figure 5, B and C, and Supplemental Table 9). A more extensive list of the pathway analysis of the “protected genes” is shown in Supplemental Figure 5 and Supplemental Table 10.

Genes that were less downregulated by TAC/MI in cs*Nrip1^–/–^* hearts were of particular interest, given that the majority were involved in mitochondrial fuel metabolism and respiratory function. Specifically, genes encoding enzymes in mitochondrial fatty acid import and nearly every step of the β-oxidation cycle were protected by RIP140 deficiency (see pathway schematic in Supplemental Figure 6). Similarly, genes encoding components in each of the respiratory complexes (Supplemental Figure 7) and enzymes involved in BCAA degradation (Supplemental Figure 8) were less differentially expressed in the cs*Nrip1^–/–^* hearts subjected to TAC/MI. A subset of these protected gene expression changes in FAO, BCAA catabolism, OXPHOS, and muscle contraction were validated at the transcript (Figure 5D) and protein (Supplemental Figure 9, A and B) levels. Notably, in contrast to RIP140-deficient hearts at baseline, post-TAC/MI cs*Nrip1^–/–^* hearts had higher levels of mtDNA than did controls (Supplemental Figure 9C).

We next sought to identify downstream target transcription factor effectors of RIP140 in CMs. To this end, we performed cleavage under targets and release using nuclease (CUT&RUN) sequencing on adult CMs isolated from hearts of cs*Nrip1^–/–^* mice and cs*Nrip1*^+/+^ littermate controls using immunoprecipitation with an H3K27ac antibody to focus on enhancer regions (Figure 6A). 

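CUT&RUN uses an antibody to direct a nuclease to chromatin, and the DNA it releases is sequenced. H3K27ac, an acetylated form of histone H3, marks active enhancers and promoters. CMs came from mice aged 10 to 12 weeks, and each experiment used 200000 cells. Each genotype had 3 H3K27ac replicates and 3 IgG replicates as the background. The authors aligned the reads to GRCm38 with bowtie2, removed duplicates, called H3K27ac-enriched regions in each replicate against IgG with Homer, and kept the regions found in at least 2 of the 3 replicates. They deposited the start and end of each kept region as 1 list per genotype, and these lists were used here. The lists give no signal, fold change or P value per region and no values per replicate, so no replicate error could be given. The depth behind each region is unknown. Intervals of shares below are 95% Wilson binomial intervals and cover counting error only. Those of medians and odds ratios are also at 95% and do not cover error between replicates. Regions on chromosomes 1 to 19, X and Y were kept. The control list held 53754 regions with a median width of 1846 bp, which covered 151.3 Mb. The list of RIP140-null (KO) CMs held 45521 regions with a median width of 2291 bp, which covered 154.2 Mb. Both lists covered 112.1 Mb, which was 74.1% of the length covered in control CMs and 72.7% of that in RIP140-null CMs. A region was called shared if it overlapped a region of the other genotype by at least 1 bp, and otherwise KO-only or control-only.

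The lists were checked at *Nrip1* itself (ENSMUSG00000048490, chromosome 16, 76287400 to 76373827, minus strand). Its last exon, from 76287400 to 76295015, lies between the loxP sites that the paper describes for the floxed allele. Regions of the control list covered 2904 bp of this exon, and regions of the KO list covered 0 bp of it. Over the rest of the gene, 50877 bp were covered in control CMs and 48453 bp in RIP140-null CMs.

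**Figure D1:**
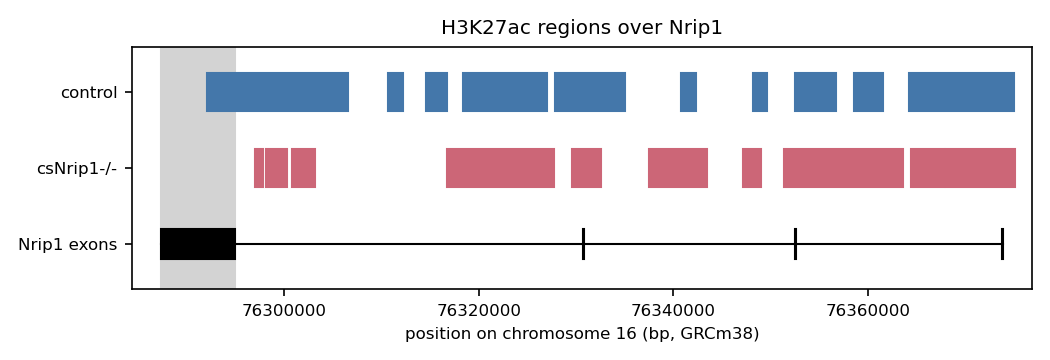
H3K27ac regions of control and csNrip1-/- CMs (bars) above the *Nrip1* exons, by position on chromosome 16 in bp of GRCm38. The shaded last exon holds 2904 bp of control regions and 0 bp of KO regions.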

For this analysis, we focused on regions in which the level of H3K27ac deposition was significantly altered in cs*Nrip1^–/–^* versus control CMs. The number of H3K27ac peaks that were increased in RIP140-null CMs (*n* = 2,494) was substantially higher than that of decreased peaks (*n* = 858) (Figure 6B), consistent with a role as a transcriptional corepressor. 

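The region lists are the outcome of calling regions per replicate and merging the replicates. They do not hold the comparison of tag counts between pooled genotypes by which the paper called increased and decreased peaks. Regions found in 1 genotype only were therefore counted. Of the KO regions, 9785 (21.5%) overlapped no control region, and of the control regions, 15844 (29.5%) overlapped no KO region. KO-only regions made up 38.2% of all genotype-only regions (interval 37.6% to 38.8%). The order of the counts depended on which regions were kept. With both lists held to the same number of regions by keeping the widest, 11460 KO-only and 10026 control-only regions were counted, and the KO-only share was 53.3%. This kept all 45521 KO regions and removed control regions only. It could therefore only raise the KO-only share, and it does not decide the order. The share was highest, at 56.9%, among genotype-only regions with 3 or more subpeaks, a limit chosen after seeing the data. The number of subpeaks was read from the name of each region, and the limit also kept 46.4% of shared KO regions against 41.7% of shared control regions. KO-only regions had a median width of 1279 bp, and control-only regions of 1045 bp. Where both genotypes had a region, 32647 loci were compared by the length covered in each. The median log2 ratio of KO to control covered length was 0.08 (95% interval 0.07 to 0.08). In RIP140-null CMs, 5660 loci (17.3%) were over 1.5-fold wider and 3353 loci (10.3%) were over 1.5-fold narrower. The widest KO-only region, 12145 bp, lay in an intron nearest *Arglu1* (chromosome 8, 8669554 to 8681698). The next 4 lay nearest *Zhx3*, *Fam98a*, 4930549C15Rik and *Mapkap1*, each also in an intron, with widths from 9300 to 10712 bp. The widest control-only region, 9949 bp, lay in an intron nearest *Prdm10* (chromosome 9, 31292379 to 31302327). It was followed by intronic regions nearest *Akap2*, *Adam10*, *Plcb4* and *Arap2*, with widths from 7076 to 9128 bp. The paper describes its larger number of increased than of decreased peaks as fitting a role of RIP140 as a transcriptional corepressor.

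**Figure D2:**
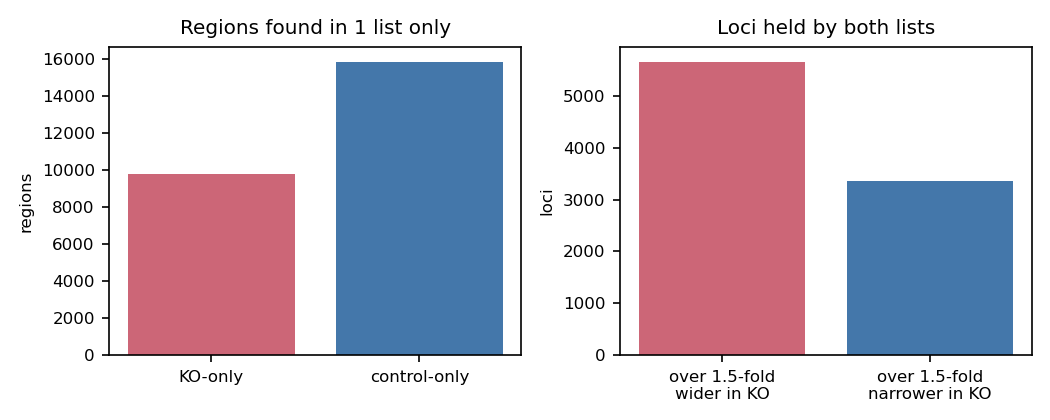
Left, number of regions found in RIP140-null CMs only (9785) or in control CMs only (15844). Right, number of loci held by both lists whose covered length was over 1.5-fold wider (5660) or narrower (3353) in RIP140-null CMs.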

Genes nearest the H3K27ac-increased peaks were subjected to Gene Ontology (GO) analyses, which revealed enrichment pathways for genes such as *Acacb*, *Cpt1a*, *Prkn*, *Fabp3*, *Acsm5*, and *Echdc2* involved in metabolic processes including lipid metabolism (Figures 6C and Supplemental Table 11; representative genomics viewer tracks, Figure 6D). 

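Each region was assigned to the gene with the nearest TSS in GENCODE M21. KO-only regions were assigned to *Acacb* and *Cpt1a*. For *Acacb* (ENSMUSG00000042010), the KO-only region lies on chromosome 5 from 114199079 to 114200097, and no region was control-only. The center of this region is 191 bp from an annotated TSS inside the gene, which starts at 114146535. The KO region over the start of the gene, from 114144502 to 114152850, was shared. With a reciprocal overlap of 50% required for a shared region, *Acacb* had 4 KO-only and 4 control-only regions. Regions nearest *Acacb* spanned 32580 bp in RIP140-null and 27103 bp in control CMs. *Cpt1a* (ENSMUSG00000024900, chromosome 19) had 2 KO-only and 2 control-only regions, all intronic. The KO-only region from 3356237 to 3357505 contains the ERR consensus, read as TGACCTTGA on the plus strand at 3357025 to 3357033 within TAGCCAATGATGACCTTGAGTTTCTGGTT. All ERR matches in regions nearest *Acacb* lay in shared regions, and its KO-only region held none. The match from 114186718 lay in a part of a shared region that was covered in RIP140-null CMs only. *Fabp3*, *Acsm5* and *Echdc2* had 1 region in each genotype, and these overlapped. The region nearest *Fabp3* (ENSMUSG00000028773, chromosome 4) lies upstream of the gene and measured 6459 bp in RIP140-null and 3746 bp in control CMs, a log2 ratio of 0.79. For *Acsm5* (ENSMUSG00000030972, chromosome 7), the widths were 1791 bp and 1970 bp, respectively. At *Echdc2* (ENSMUSG00000028601, chromosome 4), the region over the start of the gene measured 1088 bp in RIP140-null and 1536 bp in control CMs, a log2 ratio of -0.50. Counting regions within the gene body extended by 5 kb instead gave *Fabp3* 1 KO-only and 0 control-only regions. These single-gene widths have no error, as each list gives 1 value per region.

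**Figure D3:**
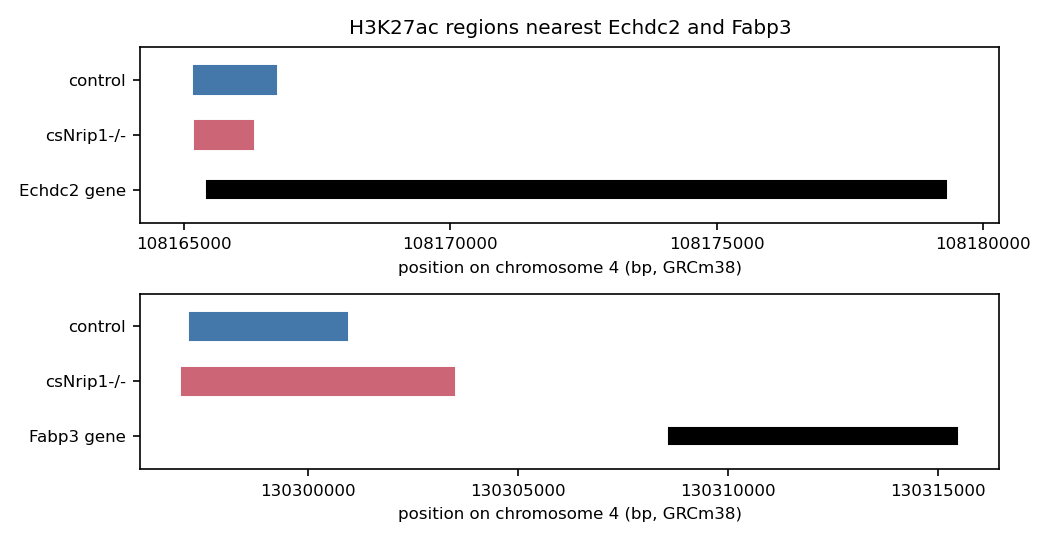
H3K27ac regions nearest *Echdc2* (top) and *Fabp3* (bottom) in control and csNrip1-/- CMs, with each gene, by position on chromosome 4 in bp of GRCm38. Regions assigned to other genes are not drawn, among them a KO-only region within the *Fabp3* gene body extended by 5 kb. The *Echdc2* region is 1088 bp wide in RIP140-null and 1536 bp in control CMs, and the *Fabp3* region 6459 bp and 3746 bp.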

Similar analyses were conducted for the genes that were protected by RIP140 deficiency in the TAC/MI data set. The latter analysis (Figure 6E and Supplemental Table 12) revealed genes involved in processes such as muscle contraction (*Tcap*, *Kcnj2*, *Adra1a*, and *Adrb1*) and fatty acid metabolism (acyl-CoA metabolic processes including *Acot7*, *Gpam*, *Dgat2*, and *Suclg2*). 

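Among the genes of muscle contraction, *Adra1a* (ENSMUSG00000045875, chromosome 14) had 1 KO-only region, from 66668079 to 66668714 in an intron, and 2 control-only regions. With gene bodies extended by 5 kb, or with protein-coding genes only, it had 3 KO-only and 2 control-only regions. *Kcnj2* (ENSMUSG00000041695, chromosome 11) had no KO-only region and 1 control-only region, from 111132423 to 111133883. Every region nearest *Tcap* (ENSMUSG00000007877, chromosome 11) and *Adrb1* (ENSMUSG00000035283, chromosome 19) was shared. The *Tcap* region measured 2224 bp in RIP140-null and 3938 bp in control CMs, and regions nearest *Adrb1* spanned 17410 bp and 15760 bp. Among the genes of fatty acid metabolism, *Gpam* (ENSMUSG00000024978, chromosome 19) had 3 KO-only and 0 control-only regions. Its KO-only regions lie at 55063350 to 55064742, at 55090021 to 55094587 within an intron, and at 55135771 to 55140925. Regions nearest *Gpam* spanned 25630 bp in RIP140-null and 11764 bp in control CMs, a log2 ratio of 1.12. With a gap of up to 1000 bp allowed between the genotypes, 1 of these regions counted as KO-only. All regions nearest *Acot7* (ENSMUSG00000028937, chromosome 4) and *Dgat2* (ENSMUSG00000030747, chromosome 7) were shared. They spanned 13941 bp in RIP140-null and 9016 bp in control CMs for *Acot7*, and 28097 bp and 20131 bp for *Dgat2*. *Suclg2* (ENSMUSG00000061838, chromosome 6) had 0 KO-only regions and 1 control-only region, from 95682273 to 95686607. When a shared region had to be covered over at least 50% of its length, *Kcnj2*, *Acot7* and *Suclg2* each had 1 KO-only region, *Adra1a* and *Dgat2* had 2 and *Gpam* had 5, while control-only regions numbered 1 for *Kcnj2*, 0 for *Acot7*, 3 for *Suclg2*, 3 for *Adra1a*, 0 for *Dgat2*, 2 for *Gpam* and 1 for *Tcap*. In regions nearest these muscle contraction and fatty acid metabolism genes, every match to the ERR or MEF2 consensus lay in a shared region. A shared region need not be covered in both genotypes along its whole length. The ERR match of *Adra1a* (from 66671665) and the MEF2 match of *Acot7* (from 152175938) lay in KO regions only. An ERR match (from 111077237) and a MEF2 match (from 111091945) of *Kcnj2* lay in control regions only.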

Motif analysis of peaks with increased H3K27ac deposition in cs*Nrip1^–/–^* CMs revealed strong enrichment of ERR–binding site genes, as has been shown previously (20–22), and the cardiogenic factor MEF2 (Figure 6F). 

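The 9785 KO-only regions were searched in their central 200 bp for consensus sequences standing in for the position weight matrices of Figure 6F. The background was 28950 genomic windows outside all listed regions, drawn as 3 per region with GC content matched in 5% bins. Shares were compared by 2-sided Fisher's exact tests, adjusted over the 6 motifs by the Benjamini-Hochberg method. The ERR consensus TCAAGGTCA was present in 0.807% of KO-only regions (interval 0.648% to 1.01%) and 0.356% of background windows, a 2.27-fold higher share (exact test, adjusted P = 3.44e-07). The MEF2 consensus CTAWWWWTAG was present in 1.08% of KO-only regions (interval 0.896% to 1.31%) and 0.269% of background windows, a 4.02-fold higher share (exact test, adjusted P = 6.89e-20). In control-only regions, the shares were 0.593% for ERR and 1.22% for MEF2. The KO-only share was thus 1.36 times the control-only share for ERR (exact P = 0.0493, adjusted P = 0.296) and 0.889 times for MEF2 (adjusted P = 0.756). Neither difference between genotypes passed the adjustment. The background moved these results most. Against GC-matched regions shared by both genotypes, the ratio was 1.44 for ERR and 0.855 for MEF2, and neither passed the threshold. Against all shared KO regions, not matched on GC content, the ERR share was 1.27 times as high (exact test, adjusted P = 0.303), but it passed the threshold in the central 1000 bp, at 1.21 times (exact test, adjusted P = 0.0106), and with a relaxed consensus, at 1.31 times (exact test, adjusted P = 0.00530). With 10 genomic windows per region, chosen after seeing the data, the background share of ERR was 0.445%, and the ratio was 1.82 for ERR and 4.08 for MEF2. The larger draw has the smaller sampling error, so the ERR ratio from 3 windows per region is the less precise of the pair.

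**Figure D4:**
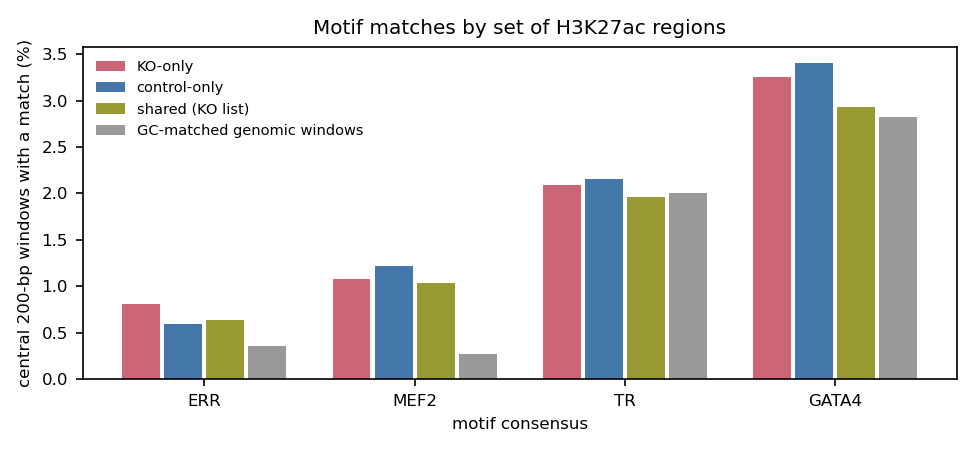
Share of central 200-bp windows with a match to each of the 4 most frequent consensus sequences, in percent, for KO-only, control-only and shared regions (KO list) and for genomic windows matched in GC content to the KO-only regions. ERR and MEF2 matched in 0.807% and 1.08% of KO-only regions and in 0.593% and 1.22% of control-only regions.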

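For 4 further motifs, matches were rarer or closer to the genomic background. The TR consensus TRAGGTCA was present in 2.10% of KO-only regions, 1.04 times its background share (exact test, adjusted P = 0.619). The GATA4 consensus WGATAAGR was present in 3.25%, 1.15 times its background share (exact test, adjusted P = 0.0632). The GR consensus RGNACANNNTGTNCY was present in 16 KO-only regions (0.164%), 1.48 times its background share (exact test, adjusted P = 0.292). The PPAR consensus AGGKCAAAGGTCA was present in 2 KO-only regions and in 1 background window (exact test, adjusted P = 0.239), too few to show a difference at this number of regions. The calls for TR and GATA4 depended on the draw of background windows: with 10 windows per region, both passed the threshold, at 1.18 and 1.24 times the background share. Against control-only regions, the KO-only share was 0.971 times as high for TR, 0.953 for GATA4, 0.785 for GR and 0.648 for PPAR (exact test, adjusted P = 0.756 for each).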

Additional sites for nuclear receptors (thyroid hormone receptor [TR], PPAR, glucocorticoid receptor [GR]) and the cardiogenic factor GATA-binding protein 4 (GATA4) were also identified, although with significantly less binding site enrichment (Figure 6F). These data suggest that a potential network of transcription factor RIP140 targets involved in both energy metabolism (ERR, PPAR, TR) and cardiac sarcomeric function (MEF2, GATA4) were more active in the *Nrip1* hearts following TAC/MI.

### Increased FAO and storage dynamics in RIP140-deficient hearts under basal conditions and following chronic pressure overload.

The genomic interrogation of cs*Nrip1^–/–^* hearts demonstrated that genes involved in fatty acid utilization pathways were significantly less downregulated compared with controls (Supplemental Figure 6). ^13^C–NMR studies were conducted to assess fatty acid metabolism in the cs*Nrip1^–/–^* hearts. For these studies, the mouse hearts were perfused in the Langendorff mode with ^13^C-palmitate in a buffer containing a physiological substrate mix as previously described (23). The contribution of palmitate to carbon entry into the TCA cycle was significantly greater in cs*Nrip1^–/–^* hearts than in littermate control hearts, with no difference in TAG levels (Figure 7A). Notably, TAG turnover, a substantial source of fatty acids for both the substrate for mitochondrial β-oxidation and the ligand for PPARα activation (24), was significantly increased in the cs*Nrip1^–/–^* mice, consistent with increased fatty acid utilization (Figure 7B). We found that entry of anaplerotic carbon flux into the TCA cycle was unchanged by RIP140 deletion (data not shown). Consistent with the observed increase in TAG turnover rates, the expression of genes and proteins involved in TAG and lipid droplet remodeling, including *Lipe*, *Pnpla2*, *Dgat2*, and *Plin*, was increased in cs*Nrip1^–/–^* mice (Figure 7C). These latter results are of interest, given that *Pnpla2* (ATGL), a PPAR target, has been previously shown to play a critical role in TAG homeostasis in the heart (24, 25). Taken together, these results are consistent with the gene expression data indicating that RIP140 deficiency derepresses cardiac genes involved in lipid utilization pathways including genes for TAG hydrolysis and FAO.

^13^C-NMR studies were repeated 8 weeks after a TAC protocol that produces cardiac remodeling and ventricular dysfunction (Figure 8A). As we reported previously (23, 25, 26), TAG content, TAG turnover, and long-chain FAO were all significantly decreased by TAC in the WT control group (Figure 8, B and C). In contrast, compared with controls, the RIP140-deficient hearts exhibited augmented TAG content and turnover, together with increased oxidation of palmitate following TAC (Figure 8, B and C). Consistent with the results of the PWAB and TAC/MI studies, the degree of LV hypertrophy, dilatation, and dysfunction (EF percentage) was significantly lower in the TAC-treated cs*Nrip1^–/–^* hearts (Figure 8D and Supplemental Table 13).

Despite the increased work exerted by the *Nrip1* hearts compared with control hearts, the ratio of phosphocreatine (PCr)/ATP levels, as measured by NMR, were similarly reduced in both groups after TAC (Figure 8E), consistent with the known reduced bioenergetic potential in pathologically stressed hearts (23, 26, 27). These results demonstrate that, although the steady-state energy reserve was compromised, ATP production and utilization remained sufficient to support the elevated function of the stressed *Nrip1* hearts.

### CM Nrip1 expression is regulated during perinatal development and in the failing heart by an ERRγ-mediated feedback mechanism.

Given the impact of RIP140 deficiency on pathologic cardiac remodeling, we sought to determine the expression of *Nrip1* in the failing heart. To this end, we assessed *Nrip1* expression in cardiac tissue from the PWAB and TAC/MI studies. *Nrip1* transcript levels were downregulated in both PWAB (Supplemental Figure 10A) and TAC/MI (Supplemental Figure 10B) LV tissues compared with sham-operated control samples. These results were corroborated in published human RNA-Seq data sets comparing failing and control normal-functioning hearts (https://zenodo.org/record/4114617#.YWrnTNnMJ0w) (28). Specifically, *NRIP1* levels were decreased in myocardial samples from patients with HF with reduced EF (HFrEF) as well as from those with HFpEF compared with expression levels in the respective control samples (Supplemental Figure 10C).

The results of the expression of *Nrip1* and *NRIP1* in failing hearts suggested that the expression of this may be regulated in accordance with the expression and activity of its downstream target ERR, as previously shown in adipocytes (29). Indeed, we found that *Nrip1* expression paralleled the known induction of *Esrrg* (4) after birth in mouse heart coincident with the known perinatal mitochondrial biogenesis response and switch to oxidative fuel metabolism (Supplemental Figure 10D). In addition, overexpression of ERRγ in human induced pluripotent stem cell–derived CMs (hiPSC-CMs) induced the expression of *NRIP1* (Supplemental Figure 10E). Last, we identified a highly conserved ERRγ occupation site within an intron between noncoding 5′ exons of *NRIP1* in the ERRγ cistrome (Supplemental Figure 10F) defined previously (4). Taken together, these results indicate that *NRIP1* expression was regulated in parallel with changes in CM oxidative capacity, driven at least in part by a feedback transcriptional regulation mediated by ERRγ.

## Discussion

PGC-1 and the downstream effectors ERR and PPAR comprise an inducible transcriptional regulatory circuitry that maintains mitochondrial oxidative capacity in tissues with high energy demand such as heart and skeletal muscle. Previous strategies to modulate this transcriptional regulatory network in vivo have depended largely on artificial overexpression strategies in mice. Although these approaches provide a mechanistic proof of concept that these factors regulate cardiac mitochondrial biogenesis and maturation, they have not conferred orchestrated activation of the components in this network within a physiological range of activity. Here, we describe the impact of releasing endogenous suppression on this circuitry by targeting the transcriptional corepressor RIP140 in mouse hearts. The results of releasing this transcriptional regulatory “brake” were dramatic and included protection against the development of pathologic cardiac hypertrophy and HF.

Global RNA-Seq conducted on cs*Nrip1^–/–^* hearts demonstrated an upregulation of a broad array of genes involved in mitochondrial fuel metabolism and OXPHOS. Similar results were observed in skeletal muscle in the str*Nrip1^–/–^* mice. In addition, we found that the expression of a subset of adult cardiac contractile genes was upregulated in the hearts of the str*Nrip1*-null mice. The increased expression of genes involved in cardiac fatty acid metabolism, including TAG turnover and FAO genes, prompted us to measure fatty acid and TAG metabolism using ^13^C-labeled palmitate via NMR in isolated *Nrip1* and WT control hearts. Consistent with the gene expression profile, we found that fatty acid utilization and TAG turnover dynamics were increased in the RIP140-deficient heart. The RNA-Seq data also demonstrated upregulated expression of genes involved in electron transport/OXPHOS and BCAA degradation in the *Nrip1* heart, although flux through these pathways was not directly measured. Taken together, these results strongly suggest that the capacity for mitochondrial fatty acid utilization and ATP synthesis was increased in the RIP140-deficient heart.

The effect of RIP140 deficiency on cardiac remodeling and function in the context of chronic pathophysiological drivers of HF proved very interesting. Both striated and cardiac-specific *Nrip1* mouse lines exhibited mild cardiac hypertrophy at baseline with normal function and an absence of histologic or gene markers of pathologic growth. These results suggested that this mild cardiac hypertrophic phenotype reflected a physiologic form of growth such as occurs during development or with exercise training. To this end, we probed known hypertrophic signaling pathways in the left ventricles of cs*Nrip1^–/–^* mice and found that mTORC1 signaling was markedly activated. These results are of interest, given that mTORC1 signaling has been implicated in physiologic forms of cardiac hypertrophy (16, 17). S6 kinase (S6K) regulates protein synthesis and is required for ribosome biogenesis downstream of mTORC1 (30). It is tempting to speculate that the adaptive hypertrophy of the csRIP140 heart exerts a degree of cardioprotection similar to that of the exercise-trained heart, though additional studies will be necessary.

Both RIP140-deficient mouse lines exhibited resistance to the development of pathological ventricular remodeling in 2 independent LV pressure overload models. RNA-Seq analysis demonstrated that the canonical downregulation of genes involved in cardiac mitochondrial fuel metabolism and OXPHOS that occurs in the hypertrophied and failing heart was less pronounced in the RIP140-deficient heart. Moreover, the expression levels of a subset of adult contractile isoform genes were partially protected from downregulation. Conversely, genes involved in inflammation and fibrosis were significantly (FDR <0.05) less upregulated in the RIP140-deficient heart in the HF models. Importantly, TCA cycle flux in the intact, functioning heart is driven by the energy demands of the mechanical work output by the heart and has been shown to correlate closely to the rate pressure product (RPP) of normal and failing hearts, with lower TCA cycle flux rates in failing hearts commensurate with reduced RPP (25, 27). Therefore, the increased oxidation of long-chain fats in RIP140-deficient hearts subjected to TAC, compared with controls, represents a shift in substrate preference at a metabolic flux rate matched to the rate of increased mechanical work output. Thus, with TAC, RIP140-deficient hearts oxidized more fat than did control hearts with TAC, consistent with the metabolic gene expression profile. Taken together, these results indicate that RIP140 serves to coordinately repress a network of genes involved in fatty acid utilization, bioenergetics, and contractile proteins and that pathological cardiac remodeling can be ameliorated by maintenance of these adult CM energy metabolic and contractile gene programs.

The RIP140-deficient heart exhibited a remarkable resistance to LV pressure overload–induced cardiac hypertrophic growth. This noteworthy, given emerging evidence that a switch away from FAO to glycolysis is required for cardiac hypertrophy to ensue (3, 6, 31). Carbon flux from the glucose utilization pathway provides anabolic inputs for nucleotide synthesis and lipogenesis, among other biosynthetic pathways that are necessary for myocyte proliferation or hypertrophic growth. This concept is akin to the Warburg model of cancer proliferation (32). Recent studies have shown that maintenance of cardiac FAO in the context of LV pressure overload results in a reduction in cardiac hypertrophic growth and the development of HF (13, 33). We have previously shown that myocardial TAG turnover, the significant source of fatty acid substrate for mitochondrial FAO and the source of ligand for PPARα activation (24), is downregulated in pressure overload (25). Consistent with this conceptual model, we found that *Nrip1* hearts had increased TAG turnover and augmented contribution of palmitate to oxidative energy metabolism in the mitochondria under basal conditions and in the context of severe LV pressure overload.

We found that the expression of *Nrip1/NRIP1* was downregulated in the failing mouse and human heart. These results are different from those of a previous study showing that RIP140 protein expression levels were increased in the chronically infarcted rat heart (34). The basis for the discordant results is not clear, although they could reflect differences in species or HF models . Our results suggested that RIP140 expression was regulated in parallel with the state of mitochondrial oxidative capacity. In other words, the “brake” function of RIP140 was modulated in accordance with the corresponding levels of ERR and other RIP140 target transcription factors in various conditions of physiological stress. Consistent with this hypothesis, we found that *Nrip1* expression was induced in parallel with that of ERRγ following birth in mouse hearts, coincident with the known switch to a greater reliance on oxidative fuel metabolism. In addition, we demonstrate that ERRγ activated *NRIP1* transcription, suggesting a feedback mechanism to modulate *Nrip1* levels in parallel with the level of ERR signaling in CMs. Importantly, however, the RIP140-repressive function remained operative in the hypertrophied and failing heart, given the cardiac-protective phenotype of the cs*Nrip1^–/–^* mouse following PWAB and TAC/MI.

The gene-regulatory effects of RIP140 deactivation in heart and skeletal muscle were likely the result of both direct and indirect effects on downstream transcriptional regulators. Previous studies, largely based on overexpression strategies, have indicated that RIP140 interacts with a variety of transcription factors including the nuclear receptors ERR and PPAR (20–22). In some contexts, RIP140 may also serve as a coactivator (21, 35–38). However, none of the studies interrogating RIP140 targets have been conducted in cardiac or skeletal myocytes, nor have they been conducted in an unbiased manner. Ideally, RIP140 immunoprecipitation (ChIP) with massively parallel DNA Sequencing (ChIP-Seq) would be conducted on *Nrip1*^+/+^ and *Nrip1^–/–^* CMs to identify RIP140 occupied regions of chromatin and corresponding DNA binding motifs for candidate transcription factor targets of RIP140. However, the currently available RIP140 antibodies are not suitable for such studies. As an alternative, we conducted CUT&RUN studies using an H3K27ac antibody to identify RIP140-occupied enhancers by comparing peaks in *Nrip1^+/+^* and *Nrip1* CMs followed by DNA binding-site motif analysis. GO analysis of genes predicted to be associated with the enhancers was compared with that of the pathways that were “protected” by RIP140 deficiency in response to TAC/MI based on RNA-Seq analysis. This approach demonstrated significant overlap for processes involved in lipid metabolism and contractile function, further supporting the conclusion that RIP140 directly suppresses the expression of genes in these key pathways. Moreover, motif analysis of the DNA sequence of the enhancers that exhibited increased H3K27ac deposition in *Nrip1* CMs demonstrated very significant enrichment for ERR and MEF2 binding sites. These results provide evidence that the known RIP140-ERR interaction is relevant in the CM and identifies MEF2A/C as a putative RIP140 target that may be involved in the RIP140-mediated upregulation of adult contractile protein genes in the *Nrip1* heart. The potential role of MEF2A as downstream target of RIP140 is also consistent with its known role in the control of both contractile and energy metabolic genes in the heart (39). Additional motifs that were enriched in this analysis, albeit at less significant levels, included binding sites for the nuclear receptors PPAR, TR, and GR as well as the cardiogenic factor GATA4. These collective data suggest that RIP140 corepresses a network of CM transcription factors involved in energy metabolism and contractile function. However, our data do not distinguish between direct and indirect RIP140 targets.

Significant evidence indicates that derangements in mitochondrial fuel utilization and energetics contribute to the development of cardiac hypertrophy and HF (3, 6, 31). In addition, skeletal muscle energetics is similarly reprogrammed in patients with HF (40, 41). Current therapies for HF are not aimed at these energetic derangements. The concept of inhibiting an endogenous suppressor of the transcriptional regulatory network that controls mitochondrial and contractile function is appealing, given that it would modulate activity within a more physiological range. In addition, our results indicate that RIP140 likely modulates multiple components of the circuitry that controls mitochondrial fuel and respiration together with reactivation of the adult contractile program, making it an appealing therapeutic target.

## Methods

### General protocol for mouse studies.

Mouse studies were performed on male and female mice 3–17 weeks of age (see below for further detail). Mice were housed in a facility under a 12-hour light/12-hour dark cycle. Tissues were harvested between 11 am and 12 pm (4-hour-fasted). Prior to tissue removal, animals were anesthetized with pentobarbital (Sagent, 100 mg/kg). TAC combined with TAC/MI cardiac surgeries were performed to induce HF, and PWAB surgery was performed to induce hypertrophy, as described previously (15, 18, 42). Ultrasound examination of the cardiovascular system was noninvasively performed using a Vevo 2100 Ultrasound System (VisualSonics), as described previously (42).

### Generation of MCK-Cre–driven striated muscle, RIP140-deficient mice.

*Nrip1*-floxed (RIP140-floxed) mice (on a C57BL/6J background) were generated and provided by Zhenji Gan (National Resource Center for Mutant Mice, Model Animal Research Center of Nanjing University, Nanjing, China). Briefly, RIP140-floxed mice were generated via the CRISPR/Cas9 system. 

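In GENCODE M21, *Nrip1* has 4 annotated exons in the transcript ENSMUST00000121927. They lie at 76373770 to 76373827, at 76352472 to 76352546, at 76330746 to 76330864, and at 76287400 to 76295015 on chromosome 16, in the order of transcription. The first 3 measure 58 bp, 75 bp and 119 bp and hold no coding sequence. The last measures 7616 bp and holds the whole coding sequence of 3483 bp, from 76291185 to 76294667. A shorter form of the last exon, 4154 bp, belongs to the transcript ENSMUST00000054178 and holds the same length of coding sequence.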

The *Nrip1* (RIP140) gene has 4 exons, with the ATG start codon in exon 4 and the TAA stop codon in exon 4. Cas9 mRNA, sgRNA, and donor template were coinjected into zygotes. The sgRNA directed Cas9 endonuclease cleavage in intron flanked by exons 3–4 (intron 3) and downstream of 3′-UTR to create a double-stranded break. This double-stranded break was repaired and resulted in loxP sites inserted into intron 3 and downstream of 3′-UTR, respectively, by homologous recombination. The RIP140-floxed mice were bred with C57BL/6NJ mice expressing Cre recombinase under control of the MCK promoter (12) (obtained from The Jackson Laboratory, stock no. 006475) to generate striated muscle–specific RIP140-deficient mice (str*Nrip1^–/–^*). Male or female littermate Cre-positive (str*Nrip1^–/–^*) and Cre-negative (littermate controls) mice were then group housed.

### Generation of Nkx2.5-Cre–driven cardiac-specific RIP140-deficient mice.

The *Nrip1*-floxed (RIP140) mice were bred with C57BL/6J mice expressing Cre recombinase under control of the Nkx2.5 promoter (43) (obtained from The Jackson Laboratory, stock no. 024637) to generate cardiac-specific RIP140-deficient mice (cs*Nrip1^–/–^*). Male or female littermate Cre-positive (cs*Nrip1^–/–^*) and Cre-negative (littermate controls) mice were then group housed.

### Mouse cardiac surgery.

TAC combined with TAC/MI surgeries were performed on 8-week-old male mice. Mice were anesthetized with ketamine (90 mg/kg)/xylazine (10 mg/kg)/acepromazine (2 mg/kg) and then intubated and ventilated (Harvard Apparatus). TAC was performed on anesthetized mice by first freeing the aortic arch by blunt dissection. A 7-0 silk suture was passed under the aorta. The suture was then tied around a blunt needle (26–27 gauge depending on the size of the animal) lying on the artery, and the blunt needle was removed to induce constriction. Second, to induce a small MI, the chest wall was retracted through the fourth intercostal space to clearly visualize the left ventricle and the left anterior descending artery (LAD). The left anterior descending branch (LAD) of the left coronary artery was ligated with a 8-0 nylon suture. Prior to analysis of all TAC/MI samples, the infarcted apical region was removed from the heart (and the corresponding cardiac tissue region was removed from the sham-operated controls). PWAB surgeries were performed on 21- to 28-day-old mice (weighing 7–13 g) that underwent ascending aorta constriction as described above (26 gauge needle).

To study palmitate oxidation and triglyceride turnover in the heart, mice underwent TAC or sham surgery at 10 to 12 weeks of age. Pathological cardiac hypertrophy was induced by TAC as described earlier (23, 44). Briefly, a titanium hemoclip measuring 0.015 inches in diameter was used to constrict the transverse aortic arch. Eight weeks after surgery, echocardiography (Vevo 2100) was performed to assess the degree of cardiac dysfunction as manifested by increased LV mass and impaired systolic and diastolic function.

### Mouse echocardiography.

Ultrasound examination of the left ventricle was performed at the Rodent Cardiovascular Phenotyping Core of the University of Pennsylvania (Cardiovascular Institute) using a Fujifilm VisualSonics Ultrasound System. Adult mice were anesthetized with an i.p. injection (0.05 mg/g) of 2% avertin (to maintain a heart rate [HR] close to 600 beats per minute or higher for the evaluation of LV systolic function). Hair was removed from the anterior chest using chemical hair remover, and the animals were placed on a warming pad in a left lateral decubitus position to maintain normothermia, which was monitored by a rectal thermometer. Ultrasound gel was applied to the chest. Care was taken to maintain adequate contact while avoiding excessive pressure on the chest. 2D long-axis and short-axis M-mode images were obtained. For echocardiography following PWAB surgery, in addition to systolic function, diastolic function–related parameters were evaluated using a modified 4-chamber view. Pulsed-wave Doppler was used to determine transmitral inflow velocities (E and A waves), and tissue Doppler was used to obtain mitral annular tissue velocities (e′ and a′ waves) following i.p. injection of zatebradine (hyperpolarization-activated cyclic nucleotide–gated [HCN] channel blocker, given in the range of approximately 80–100 μL injection [0.008 mg/gm] of 2 mg/mL stock to avoid volume overload). Zatebradine is short acting and is used for acute (acts within 2–5 minutes) reduction of the HR to 450–475 bpm (15%–25 % HR reduction compared with baseline) for better separation of E and A waves, which were continuously monitored visually for up to 5 minutes after zatebradine. No spontaneous death was observed during echocardiography after zatebradine administration, and mice with obvious systolic dysfunction were not subjected to zatebradine injection. After completion of the imaging studies, mice were allowed to recover from anesthesia and zatebradine (typically within 15 min of the last injection) and returned to their cages. Images were analyzed using Vevo Lab software (VisualSonics).

The infarct size was assessed visually in the parasternal long-axis view. The percentage of infarct area was measured in end-diastole using the following equation: percentage of infarct = (distance from apex to border zone of infarct [mm]/distance from apex to base [mm]) × 100. To measure the distance, a straight line was drawn using calipers in VisualSonics Echo Analysis Software from the mid apex to the mid base up to the mitral annulus and from the mid apex to the end of the border zone.

### CM isolation.

Mouse CM isolations were performed by the Langendorff-free method, as described previously (45). In brief, following mouse anesthetization, the inferior vena cava and descending aorta were cut, and the right ventricle was injected with EDTA buffer. The aorta was clamped, the heart was removed, and the left ventricle was injected with EDTA and perfusion and collagenase buffers. The heart tissue was then cut into small pieces and further dissociated by pipette. Stop buffer was added to halt collagenase digestion, and cells were passed through a 100 μm strainer. CMs were collected by gravity sedimentation and washed 3 times with perfusion buffer containing increasing concentrations of calcium. Cells were plated on laminin-coated tissue culture plates and allowed to adhere for 1 hour prior to imaging. Images were collected using a Nikon Eclipse Ts2 inverted microscope equipped with a Nikon DS-Fi3 camera. CM size was quantified using ImageJ (NIH) (46) by measuring cell width and length. The EDTA buffer consisted of 130 mM NaCl, 5 mM KCl, 0.5 mM NaH2PO4, 10 mM HEPES, 10 mM glucose, 10 mM 2,3-butanedione monoxime (BDM), 10 mM taurine, and 5 mM EDTA. The perfusion buffer contained 130 mM NaCl, 5 mM KCl, 0.5 mM NaH2PO4, 10 mM HEPES, 10 mM glucose, 10 mM BDM, 10 mM taurine, and 10 mM MgCl_2_. The collagenase buffer consisted of 0.5 mg/mL collagenase II, 0.5 mg/mL collagenase IV, and 0.05 mg/mL protease XIV, dissolved in perfusion buffer. The stop buffer contained 5% FBS in perfusion buffer.

### RNA isolation and qRT-PCR.

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN) and the RNase-Free DNase Set (QIAGEN) according to the manufacturer’s instructions. cDNAs were synthesized using the Affinity Script cDNA Synthesis Kit (Agilent Technologies) with 0.5 μg total RNA. PCR reactions were performed using Brilliant III Ultra-Fast SYBR Green QPCR Master Mix (Agilent Technologies) on a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) with specific primers for each gene. The primer sets are listed in Supplemental Table 14. The expression of target mRNAs was normalized by that of *Rplp0* (36B4). All experiments were repeated 3 times in either triplicate or quadruplicate.

### RNA-Seq library preparation and its sequencing.

RNA library preparations and Sequencing reactions were conducted at GENEWIZ. RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Thermo Fisher Scientific), and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies). RNA-Seq libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina following the manufacturer’s instructions (New England BioLabs [NEB]). Briefly, mRNAs were initially enriched with Oligo(dT) beads (NEB). Enriched mRNAs were fragmented for 15 minutes at 94°C. First-strand and second-strand cDNAs were subsequently synthesized. cDNA fragments were end repaired and adenylated at the 3′ends, and universal adapters were ligated to the cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies) and quantified by using a Qubit 2.0 Fluorometer (Invitrogen, Thermo Fisher Scientific) as well as by qRT-PCR (KAPA Biosystems). The sequencing libraries were clustered on a single (2 lanes in 30-209309547) lane of a flowcell. After clustering, the flowcell was loaded onto the Illumina HiSeq instrument (model 4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp paired-end (PE) configuration. Image analysis and base calling were conducted using HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated by the Illumina HiSeq were converted into fastq files and demultiplexed using Illumina’s bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification.

### RNA-Seq analysis.

Expression of transcripts of the GRCm38 (mm10) genome was quantified using Salmon (47). Transcript expression was then summarized at the gene level, and DEGs were found using DESeq2 (48) with the ashr adaptive shrinkage estimator (49). Genes with a FDR below 0.05, when comparing conditions of interest, were selected as differentially expressed. Only those genes with at least a 1.2-fold expression change in any direction were considered.

### GO analysis.

GO term, including KEGG pathway, enrichment analysis was performed using the g:Profiler web service API (50). Terms with a statistically significant (adjusted *P* < 0.05 by the Benjamini-Hochberg FDR method) enrichment of greater than 2 were presented. Colored maps of KEGG pathways were made using R package pathview, version 1.34.0 (51).

### Data availability.

The sequencing data sets discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database as a SuperSeries (GEO GSE205317).

### Analysis of published human RNA-Seq data.

DeSeq2 (48) was used to calculate fragments per kilobase of transcript per million mapped reads (FPKM) values for *NRIP1* expression in the previously published RNA-Seq data set from right ventricular septal endomyocardial biopsies (28) (https://zenodo.org/record/4114617#.YWrnTNnMJ0w). The box plots to represent the FPKM of *NRIP1* for each healthy donor control, HFrEF, and HFpEF group were created with the seaborn package, version 0.11.2.

### ChIP-Seq analysis.

The ERRγ ChIP-Seq data set was obtained from GEO GSE113784 (4). ERRγ-specific peaks were called on pooled replicate data sets with Homer’s findPeaks (52) using ERRγ KO with default parameters. The ERRγ peaks at the *NRIP1* locus were visualized with Integrative Genomics Viewer 2.8.9 (53). JASPAR (http://jaspar.genereg.net/) (54) was used to determine putative ERR binding sites in the ERRγ peak on the *NRIP1* locus with the default setting. The conservation between species was confirmed with the UCSC Genome Browser on Human (GRCh38/hg38) (55).

### Quantification of mtDNA.

Genomic/mtDNA was isolated using QIAzol (QIAGEN), followed by back extraction with 4 mol/L guanidine thiocyanate, 50 mM sodium citrate, and 1 mol/L tris, and an isopropanol precipitation. mtDNA content was determined by SYBR green analysis (Stratagene). To this end, the levels of NADH dehydrogenase subunit 1 (*mt-Nd1*), coded in mtDNA, were normalized to the levels of lipoprotein lipase (*Ldl*), coded in genomic DNA.

### Immunoblot analysis.

Whole-tissue lysates or nuclear protein lysates were subjected to SDS-PAGE and transferred onto a nitrocellulose membrane as previously described (56). Nuclear protein lysate was prepared using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific). The binding of primary antibodies was detected by donkey anti-rabbit or mouse (IRDye 800 or 700 conjugates; LI-COR Biosciences) secondary antibodies (1:7,500) and scanned with a LI-COR Odyssey infrared imaging system or an Odyssey Fc (LI-COR Biosciences). REVERT Total Protein Stain Kits (LI-COR Biosciences) were used to stain the whole protein on the Western blotting membrane. The following antibodies were used: RIP140 (Santa Cruz Biotechnology, catalog sc-81370, dilution 1:200); ATGL (Cell signaling, catalog 2138, dilution 1:1,000); DGAT2 (Novus Biologicals, catalog MB100-57851, dilution 1:1,000); total OXPHOS (Abcam, catalog ab110413, dilution 1:100); and lamin A/C (Cell Signaling Technology, catalog 2032, dilution 1:1,000); MCAD antibody and LCAD antibody (provided by Arnold W. Strauss, University of Cincinnati College of Medicine, Cincinnati, Ohio, USA); monoclonal ANTI-FLAG M2 (MilliporeSigma, catalog F1804, dilution 1:1,000); TBP (D5C9H) XP rabbit (Cell Signaling Technology, catalog 44059, dilution 1:1,000); pS6 S235/S236 (Cell Signaling Technology, catalog 2211, dilution 1:1,000); S6 (Cell Signaling Technology, catalog 2217, dilution 1:1,000); 4E-BP1 (Cell Signaling Technology, catalog 9644, dilution 1:1,000); p4E-BP1 (Cell Signaling Technology, catalog 9451, dilution 1:1,000); and GAPDH (Cell Signaling Technology, catalog 2118, dilution 1:20,000).

### H3K27ac CUT&RUN in CM.

Adult CMs were isolated from 10- to 12-week-old mice by Langendorff perfusion. The CM fraction was enriched by low-speed centrifugation at 50*g* for 5 minutes. H3K27ac CUT&RUN was performed in CMs as previously described (57). A total of 200,000 CMs were used for each CUT&RUN experiment. H3K27ac (Cell Signaling Technology, catalog 8173) or rabbit IgG (Cell Signaling Technology, catalog 3900) at 1:100 was incubated with CMs, which were attached to concanavalin A–coated magnetic beads (Bangs Laboratories, catalog BP531) overnight at 4°C. pA-MNase (2.5 μL) from a 1:10 dilution of the original stock provided by the Steven Henikoff laboratory at the Fred Hutch Cancer Center was applied to the cell-bead mixture and incubated at room temperature for 10 minutes. Pull-down DNA was extracted in phase-lock tubes using the phenol-chloroform method. The DNA library was prepared using the Hyper-Prep kit (KAPA Biosystems KK8502) and submitted to the Next-Generation Sequencing Core at the University of Pennsylvania for sequencing. PE sequencing at 40 bp × 40 bp was adopted.

### CUT&RUN data analysis.

Reads were aligned to the GRCm38 reference genome with bowtie2, version 2.4.2 (58) using the command line parameters -N 1. Duplicate reads were removed with samtools rmdup (59). Further processing was performed with Homer, version 4.11.1 (52). Tag directories were created with Homer’s makeTagDirectory. H3K27ac-enriched regions were called for each biological replicate separately with Homer’s findPeaks, against the IgG background, using the parameters -style histone. Reliable H3K27ac-high regions were identified as those where enrichment was detected in at least 2 of 3 replicates, using Homer’s mergePeaks. Regions with differential H3K27ac occupation between the control and csRIP140 genotypes were called with Homer’s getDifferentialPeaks, taking the identified H3K27ac-high regions in control and KO and comparing CUT&RUN tag counts between pooled control and KO samples within them, with the parameters -F 1.5. Thus, a 1.5-fold difference between control and KO H3K27ac signal is required to call a region H3K27ac differential. The selected regions were annotated with nearest genes and genomic region kinds using Homer’s annotatePeaks.pl. DNA binding motifs enriched inside the selected regions were found with Homer’s findMotifsGenome.pl using the parameters -size 200 -S 10 -len 10,12,14,16. GO enrichment analysis with nearest genes was performed as described in the GO analysis subsection.

### Isolated heart perfusion experiments for NMR studies.

Euthanasia by cardiectomy was performed on heparinized (50 IU, i.p.), anesthetized mice (80 mg/kg ketamine plus 12 mg/kg xylazine, i.p.) for isolated heart perfusions as described previously (25). Hearts were perfused with a modified Krebs Henseleit buffer and oxygenated at 37°C. Buffer initially contained: 10 mmol/L glucose, 1.0 mmol/L lactate, 0.1 mmol/L pyruvate, and 0.4 mmol/L palmitate bound to BSA (3:1) to reach metabolic steady state during preparation for the NMR experiment (60, 61). Hearts spontaneously contracted against a fluid-filled intraventricular balloon connected to a pressure transducer and set to 5 mm Hg end-diastolic pressure to provide a workload. LV developed pressure, HR, and change in pressure/change in time (dP/dt) were recorded (PowerLab; AD Instruments). Perfusate was never recirculated. Hearts were situated in a 10 mm NMR probe within a 600 MHz wide-bore magnet. After stabilization, the perfusion media were switched to similar buffer containing 0.2 mmol/L [U-^13^C_16_]palmitate. A 2-minute ^31^P NMR spectrum was acquired to confirm a stable energetic state. After completion of each perfusion, hearts were rapidly frozen using liquid nitrogen–cooled tongs.

### TAG assays.

TAG extracts were prepared from perfused heart samples for liquid chromatography–mass spectrometry (LC-MS) analysis to determine TAG content as described previously with some modifications (25, 62). Briefly, approximately 10 mg frozen heart tissue was homogenized in 500 μL PBS, and 25 μL homogenate was added to a 16 × 100 mm glass culture tube with 5 μL deuterated TAG as an internal standard (LM6000, Avanti Polar Lipids). After addition of 2 mL chloroform/methanol (2:1), followed by the addition of 400 μL methanol, the extract was vortexed and placed on ice. After 30 minutes, the sample was centrifuged at 3,000 rpm (1,962*g*) for 10 minutes. The pellet was discarded, and 400 μL 4% CaCl_2_ was added to the supernatant, which was then centrifuged at 2,000 rpm (872*g*) for 10 minutes. The lower phases were washed 3 times with 1 mL pure solvent (chloroform/methanol/water, 1.5:24:23.5). The lower phase was collected and dried in a RapidVac (Labconco Corporation). The extracted lipid was reconstituted with 500 μL 2-propanol/methanol/heptane (45:45:10), and the TAG concentration and fractional ^13^C enrichment of the long-chain acyl groups were assessed by neutral loss LC-MS analysis according to previously published methods (62). LC-MS was performed using Vanquigh UHPLC+ and TSQ Altis (Thermo Fisher Scientific), and samples were separated on a NUCLEODUR 100-3 C8 ec column (Macherey-Nagel) at a flow rate of 0.3 mL/min at 40^o^C. Mobile phases consisted of solvent A (8:1:1 acetonitrile/2-propanol/water, 10 mmol/L ammonium acetate) and solvent B (2-propanol, 10 mmol/L ammonium acetate) with the following gradient: 0 minutes 35% B, 3 minutes 35% B, 18 minutes 50% B, 23 minutes 65% B, 24 minutes 65% B, 25 minutes 35% B, and 28 minutes 35% B.

### TAG turnover in functioning hearts.

The incorporation of ^13^C palmitate into the steady-state TAG pool was assessed according to ^13^C-NMR detection of the TAG methylene resonances at 30.5 ppm, as described previously (25–27, 63, 64). A biphasic exponential fit of dynamic ^13^C-NMR data combined with ^13^C endpoint enrichment and total TAG content in myocardium measured via LC-MS enabled quantification of the TAG turnover rate.

### In vitro NMR spectroscopy of myocardial extracts.

The fractional contribution (Fc) of ^13^C palmitate to acetyl–coenzyme A (acetyl-CoA) entering the TCA cycle was determined as described previously from glutamate isotopomer and isotopolog analysis to detect relative multiplet signals within the NMR resonance signals from the glutamate 3 and 4 carbons, as previously described (26, 27, 63, 64).

### hiPSC culture system.

hiPSCs (α-Skin), provided by the laboratory of Huei-Sheng Vincent Chen (Indiana University School of Medicine, Indianapolis, Indiana, USA), were cultured in TeSR-E8 (Stem Cell Technologies, catalog 05990). CDM3 hiPSC-CM differentiation (65, 66) was conducted with minor modifications as previously described (5). Adenoviral infection was conducted after enriching hiPSC CMs with metabolic selection (5). Two days after the adenoviral infection, the hiPSC CMs were harvested to assess protein and gene expression.

### Adenoviral construct.

Adenovirus expressing the human *ESRRG* variant1 (NM_001438.3) with a FLAG tag was generated with pAdTrack-CMV and the AdEasy system (Agilent Technologies) as previously described (5).

### Statistics.

For 2-group comparisons, a Student’s *t* test was performed when the data were normally distributed based on a Shapiro-Wilk test (α = 0.05). Mann-Whitney *U* test was used to assess non-normally distributed data. For multiple comparisons, 2-way ANOVA with Tukey’s post hoc test was performed. We report the FDR as computed by the Database for Annotation, Visualization, and Integrated Discovery (DAVID), which performs the correction for each gene set (result table) separately. GraphPad Prism 7.04 or 8.03 (GraphPad Software) was used for graphing and statistical analysis.

### Study approval.

All animal studies were performed in accordance with NIH guidelines for the humane treatment of animals and approved by the IACUCs at the University of Pennsylvania and The Ohio State University.

## Author contributions

TY and DPK conceptualized the project. TY, SKM, EP, YX, SMS, TS, YW, LL, and TRK conducted experiments. All authors participated in scientific discussions including data analysis. KB specifically conducted bioinformatics analyses. KSM performed the cardiac surgeries, and SVS performed the echocardiography studies. TY and DPK wrote the manuscript. All authors edited and approved the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
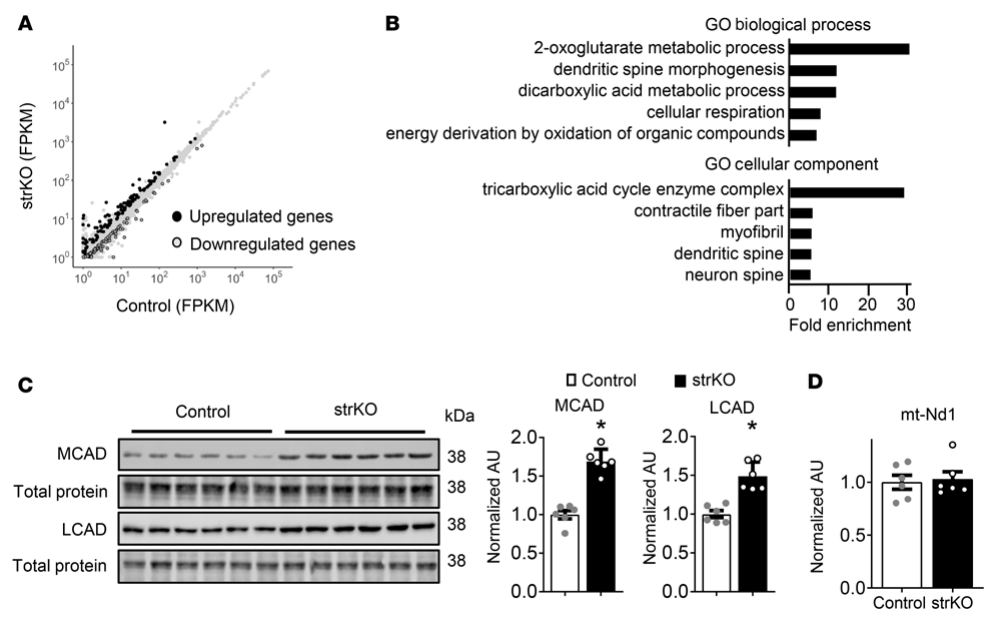
Genes involved in mitochondrial fuel oxidation, OXPHOS, and the adult sarcomere program are upregulated in str*Nrip1^–/–^* hearts. Global RNA-Seq was performed on biventricular heart samples from 8-week-old male control and str*Nrip1^–/–^* (strKO) mice (*n* = 3 per group). (**A**) Scatter plot represents upregulated (black circles) and downregulated (gray circles) DEGs in strKO hearts compared with control hearts. Fold change (FC) >1.2; FDR <0.05. (**B**) KEGG pathways enriched in strKO upregulated genes. (**C**) Left: Representative immunoblots of MCAD and LCAD in 8-week-old male heart. Right: Bar graphs show quantification of the immunoblots in normalized AU (*n* = 6 per group). (**D**) Relative levels of the mtDNA marker (mt-Nd1) normalized to the nuclear DNA amount (*n* = 6 per group). Values are the mean ± SEM. *P < 0.05 versus control, by 2-tailed, unpaired Student’s *t* test.

**Figure 2:**
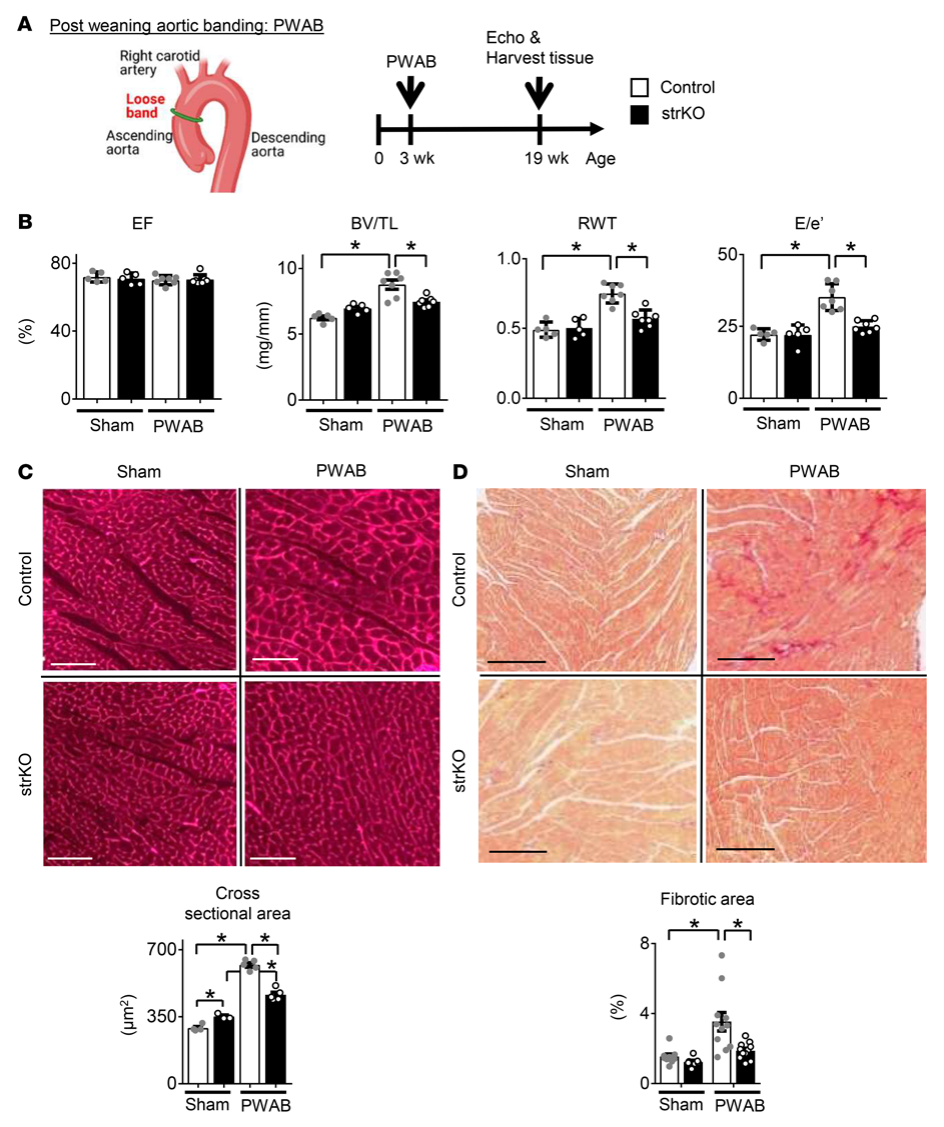
str*Nrip1^–/–^* mice are protected against cardiac hypertrophy and diastolic dysfunction in response to chronic pressure overload. (**A**) Schematic depicts PWAB surgery and the experimental timeline (*n* = 6–9 mice per group). (**B**) LVEF, the BV/TL ratio, LV RWT, and the E/e′ wave ratio. (**C**) Representative images of heart sections stained with wheat germ agglutinin (WGA). Scale bars: 100 μm. Quantification of CM size is shown in the graph. (**D**) Representative images of heart sections stained with Picrosirius red. Scale bars: 300 μm. Quantification of fibrosis area is shown in the graph. Values are the mean ± SEM. *P < 0.05, by 2-way ANOVA with Tukey’s multiple-comparison test. The PWAB illustration was created with BioRender.com.

**Figure 3:**
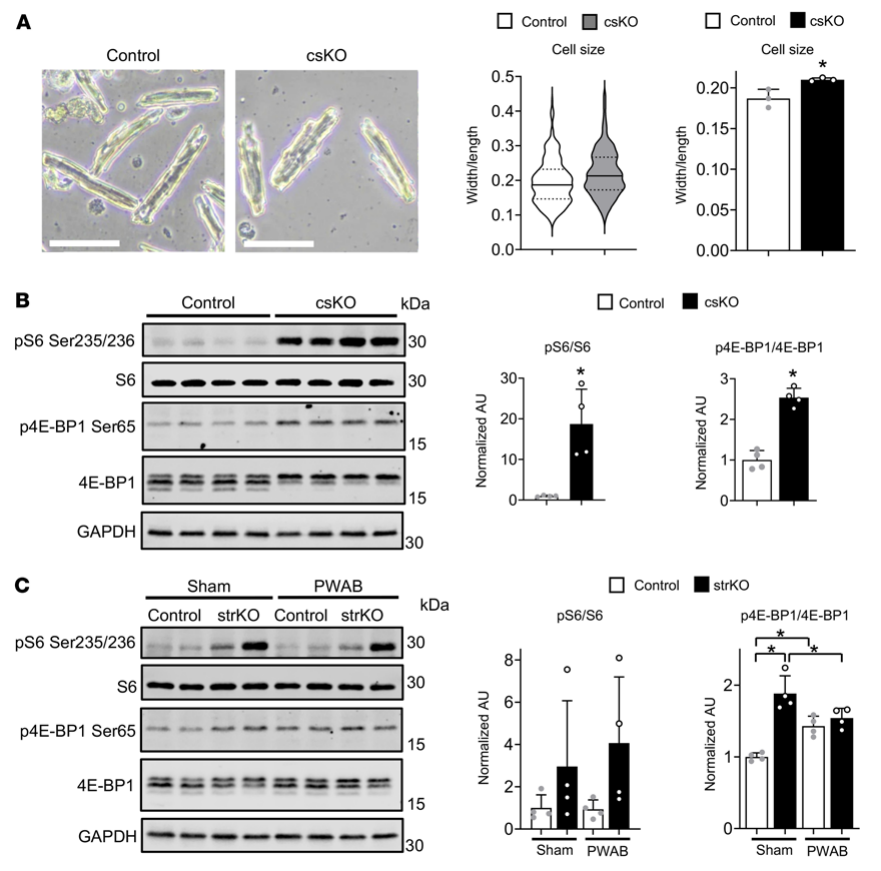
RIP140-deficient CMs exhibit hypertrophy and activation of the mTORC1 signaling pathway. (**A**) Representative images of isolated CMs from 8- to 10-week-old male cs*Nrip1^–/–^* (csKO) and WT (Control) mouse hearts. Scale bars: 50 μm. Graphs show quantification of CM size (*n* = 3 per group, 100 cells per sample). (**B**) Representative immunoblots of mTORC1 signaling targets S6 ribosomal protein and 4E-BP1 from 10- to 13-week-old male control and csKO hearts. Graphs show quantification of immunoblots in normalized AU (*n* = 4 per group). (**C**) Representative immunoblots of mTORC1 signaling targets S6 ribosomal protein and 4E-BP1 from male str*Nrip1^–/–^* (strKO) and WT (Control) mouse hearts following PWAB or sham surgery. Graphs show quantification of immunoblots in normalized AU (*n* = 4 per group). Values are the mean ± SEM. *P < 0.05 versus control, by 2-tailed, unpaired Student’s *t* test (**A** and **B**) or 2-way ANOVA with Tukey’s multiple-comparison test (**C**). p, phosphorylated.

**Figure 4:**
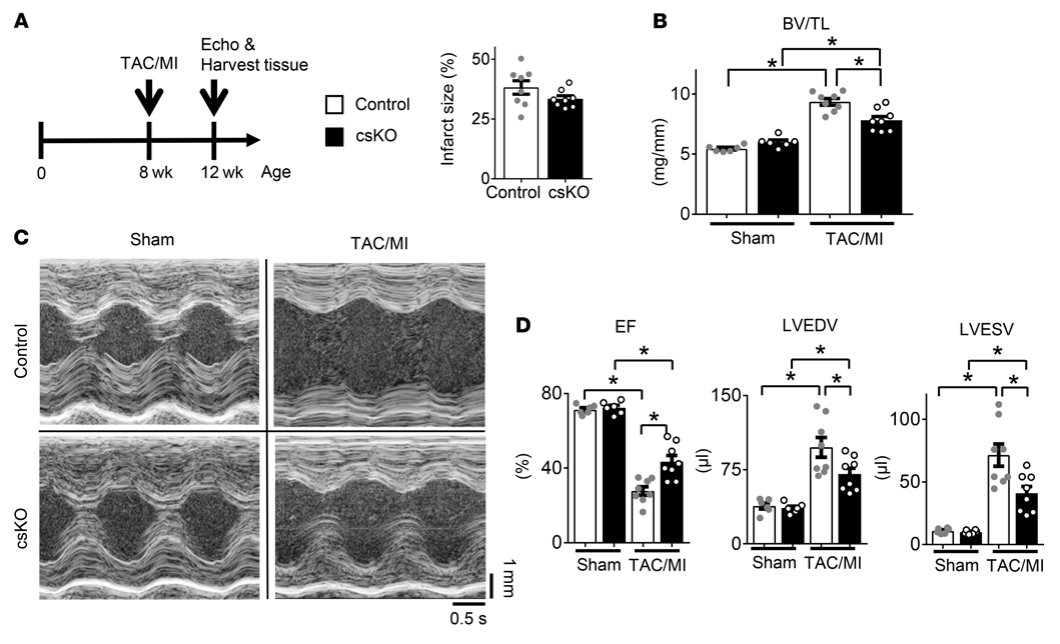
Cardiac-specific RIP140 deficiency (csKO) attenuates TAC/MI-induced LV remodeling and systolic dysfunction. (**A**) Schematic shows the experimental timeline for studies in which 8-week-old male mice were subjected to TAC combined with TAC/MI to induce HF (*n* = 6–8 per group). Graphs show LV infarct size in cs*Nrip1^–/–^* and littermate WT mice as determined via echocardiographic assessment of wall motion defects (*n* = 8 mice per group). (**B**) BV/TL ratio. (**C**) Representative LV M-mode echocardiographic tracings. (**D**) LVEF, LVEDV, and LVESV. Values are the mean ± SEM. *P < 0.05, by 2-way ANOVA with Tukey’s multiple-comparison test.

**Figure 5:**
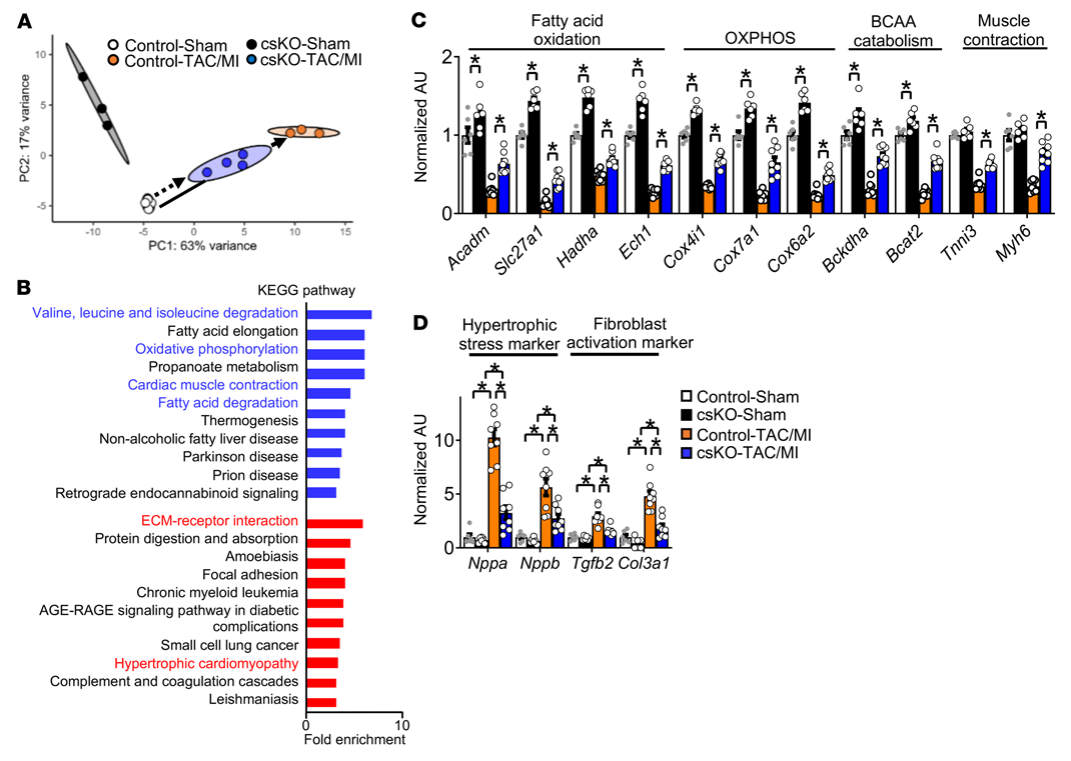
TAC/MI-mediated differential expression of genes involved in mitochondrial energy transduction and partial protection of adult cardiac sarcomeres by RIP140 deficiency after TAC/MI. (**A**) PCA plots for RNA-Seq data obtained from biventricles of sham- and TAC/MI-operated cs*Nrip1^–/–^* and WT littermate mice. Solid arrow indicates gene expression changes, comparing the control sham-operated and control TAC/MI groups. Dashed arrow indicates a comparison of csKO TAC/MI with the control sham group. (**B**) KEGG pathways enriched in genes protected from downregulation (blue) and upregulation (red) by cardiac RIP140 deficiency during TAC/MI. “Protected” genes are defined as significantly less upregulated or downregulated following TAC/MI in csKO versus control hearts, with both compared with that of control sham-operated mouse hearts as described in the Results (difference between solid and dotted lines in panel **A**) using the cutoff: FC >1.2, FDR <0.05. (**C**) qRT-PCR validation of genes involved in mitochondrial fuel and energy metabolic pathways including FAO genes (*Acadm*, *Slc27a1*, *Hadha*, and *Ech1)*; OXPHOS genes (*Cox4i1*, *Cox7a1*, and *Cox6a2)*; BCAA catabolism genes (*Bckdha* and *Bcat2),* as well as adult contractile protein genes (*Tnni3* and *Myh6*) (*n* = 6–8 per group). (**D**) qRT-PCR validation of cardiac hypertrophic stress marker genes (*Nppa* and *Nppb*) and fibroblast activation marker genes (*Tgfb2* and *Col3a1*) (*n* = 6–9 per group). Values are the mean ± SEM. *P < 0.05, by 2-way ANOVA with Tukey’s multiple-comparison test.

**Figure 6:**
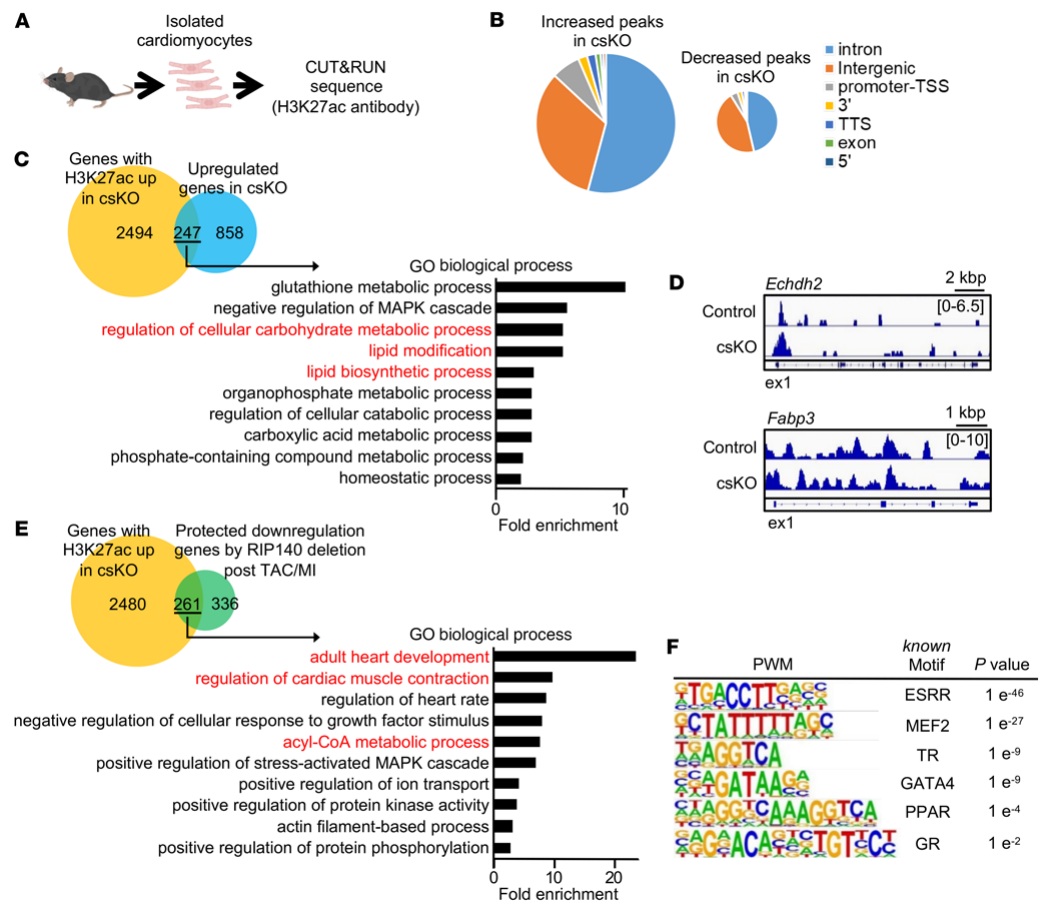
Identification of candidate RIP140 target transcription factor effectors via enhancer interrogation. (**A**) CUT&RUN sequencing was performed on CMs isolated from 10- to 12-week-old male cs*Nrip1^–/–^* and littermate WT control mice. (**B**) Pie chart of the genomic distribution of H3K27ac binding peaks that were significantly increased or reduced in CMs from cs*Nrip1^–/–^* mice versus control CMs. The promoter region was defined as –1 kb to +100 bp from the transcription start site (TSS). TTS, transcription termination site. (**C**) Venn diagram demonstrates the overlap between annotated genes associated with increased H3K27ac deposition (H3K27ac up) in csKO CMs and genes with upregulated expression in csKO CMs based on RNA-Seq. Graph shows GO biological process pathways enriched in the 247 overlapping genes. (**D**) Representative genome browser tracks of H3K27ac deposition peaks on selected target genes in control and cs*Nrip1^–/–^* samples. Numbers in brackets indicate reads per million (RPM). (**E**) Venn diagram demonstrates the overlap between annotated genes associated with increased H3K27ac deposition (H3K27ac up) in csKO CMs and genes that were protected (as defined in the text) against downregulation in csKO CMs following TAC/MI. Graph shows GO biological process pathways enriched in the 261 overlapping genes. (**F**) H3K27ac binding motifs as defined by position weight matrix motif analysis of H3K27ac binding sites that exhibited increased deposition with csKO.

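Regions were placed in classes by their center, with the same promoter limits and with the TTS from 100 bp upstream to 1000 bp downstream. In RIP140-null CMs, 10.6% of KO-only regions were at promoters, against 6.13% of control-only regions in control CMs (adjusted P = 8.76e-36, 2-sided Fisher's exact test, Benjamini-Hochberg over 7 classes). Intergenic regions made up 26.7% of KO-only and 30.3% of control-only regions (exact test, adjusted P = 4.86e-09), and introns 53.7% and 55.9% (adjusted P = 9.99e-04). TTS regions made up 4.90% and 3.98% (exact test, adjusted P = 9.99e-04). Differences for exons, 5′ UTRs and 3′ UTRs did not pass the adjustment (exact tests, adjusted P = 0.368, 0.0914 and 0.361). Of the KO regions shared with control CMs, 16.9% were at promoters. The promoter difference was 4.43 percentage points, and among the alternatives run for the classes it was largest, at 9.03 points, when only regions with 3 or more subpeaks were kept, a choice made after seeing the data.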

**Figure 7:**
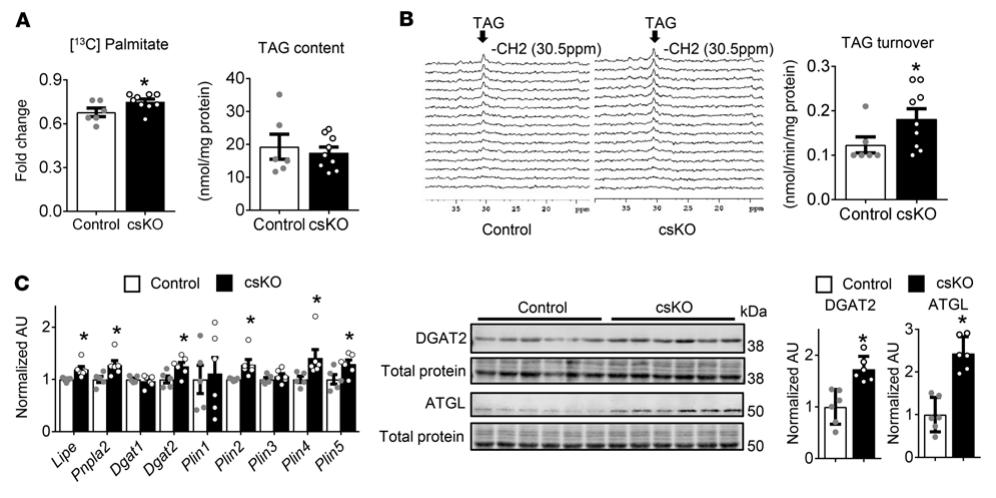
RIP140-deficient mouse hearts exhibit enhanced palmitate utilization and TAG turnover. (**A**) Fractional enrichment of acetyl-CoA from ^13^C-labeled palmitate into the TCA cycle (Fc) is shown in control and cs*Nrip1^–/–^* isolated perfused mouse hearts (16- to 18-week-old male littermates) (*n* = 6–9 per group) and TAG content in control and csKO hearts (*n* = 6–9 per group). (**B**) Representative selected ^13^C NMR spectra (from bottom to top, 2-min acquisition each) from an individual isolated heart perfused with ^13^C palmitate. Graph shows turnover rates of the intramyocardial TAG pool in control and csKO hearts (*n* = 6–9 per group). (**C**) Expression of TAG-remodeling genes (left) and protein levels (right) in 8 week-old male control and csKO hearts (*n* = 5–6 per group). Values are the mean ± SEM. *P < 0.05 versus control, by 2-tailed, unpaired Student’s *t* test.

**Figure 8:**
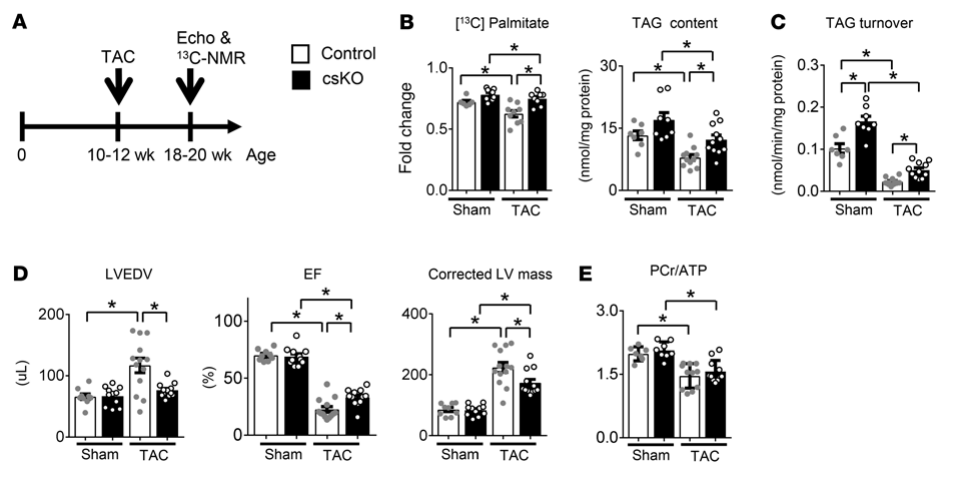
Cardiac-specific RIP140 deletion ameliorates impaired palmitate oxidation, TAG turnover, and LV remodeling induced by TAC surgery. (**A**) Schematic depicting the experimental timeline. Ten- to 12-week-old male mice were subjected to TAC to induce HF. Eight weeks after TAC surgery, echocardiography and ^13^C-NMR were performed on cs*Nrip1^–/–^* and WT littermate control mice (*n* = 7–11 per group). (**B**) Fractional enrichment of acetyl-CoA (Fc) and TAG content (*n* = 7–11 per group). (**C**) TAG turnover rates of the intramyocardial TAG pool in control and csKO hearts after TAC surgery (*n* = 7–11 per group). (**D**) LVEDV, EF, and corrected LV mass (*n* = 9–13 per group). Values are the mean ± SEM. (**E**) PCr/ATP ratio in control and csKO hearts after TAC surgery (*n* = 7–11 per group). *P < 0.05, by 2-way ANOVA with Tukey’s multiple-comparison test.

# Supplementary material for: RIP140 deficiency enhances cardiac fuel metabolism and protects mice from heart failure
**Source:** J Clin Invest. 2023 May 1;133(9):e162309. doi: 10.1172/JCI162309
**Supplement:** Supplemental data

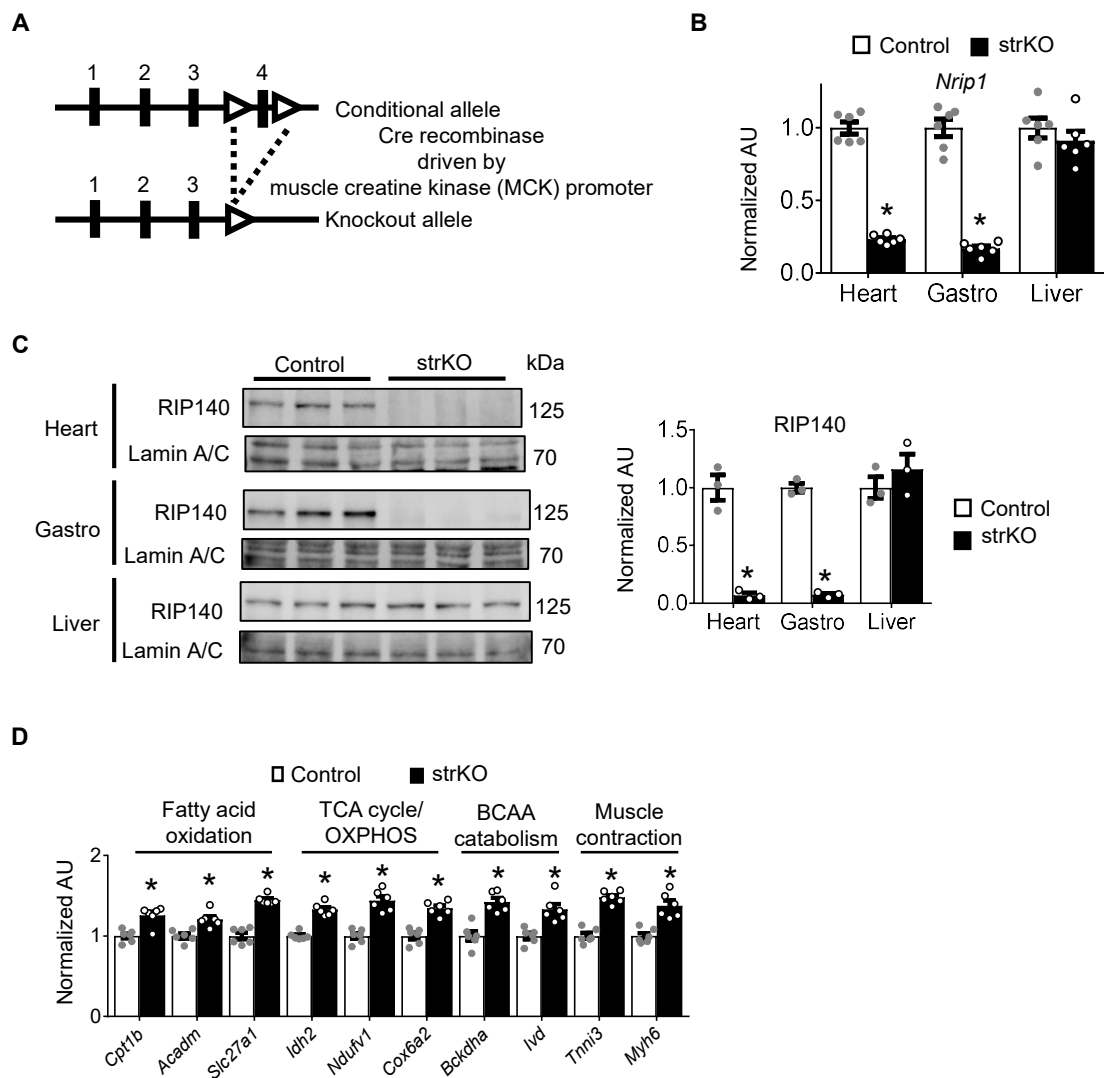

**Supplemental Figure 1. Generation of striated muscle-specific RIP140-deficient mice (strKO).** (A) Schematic diagram of conditional and knockout of *Nrip1* alleles in mice. Black boxes depict exons and white triangles denote LoxP sites. Targeted coding sequence is located in exon 4. (B) qRT-PCR analysis of *Nrip1* expression in heart, gastrocnemius (Gastro) and liver (n=6 per group). (C) Left; representative immunoblots of RIP140 and Lamin A/C (control) in 8-week old male heart, gastrocnemius, and liver. Right; bar graphs show the relative amount of RIP140 protein expression normalized (=1) to wild-type control littermates (Control) in Arbitrary Units (AU). (D) qRT-PCR analysis of representative DE genes shown as normalized to littermate control levels (n=6 per group). Values are shown as mean  $\pm$  SEM. \*  $p < 0.05$  vs control using two-tailed, unpaired t-test.

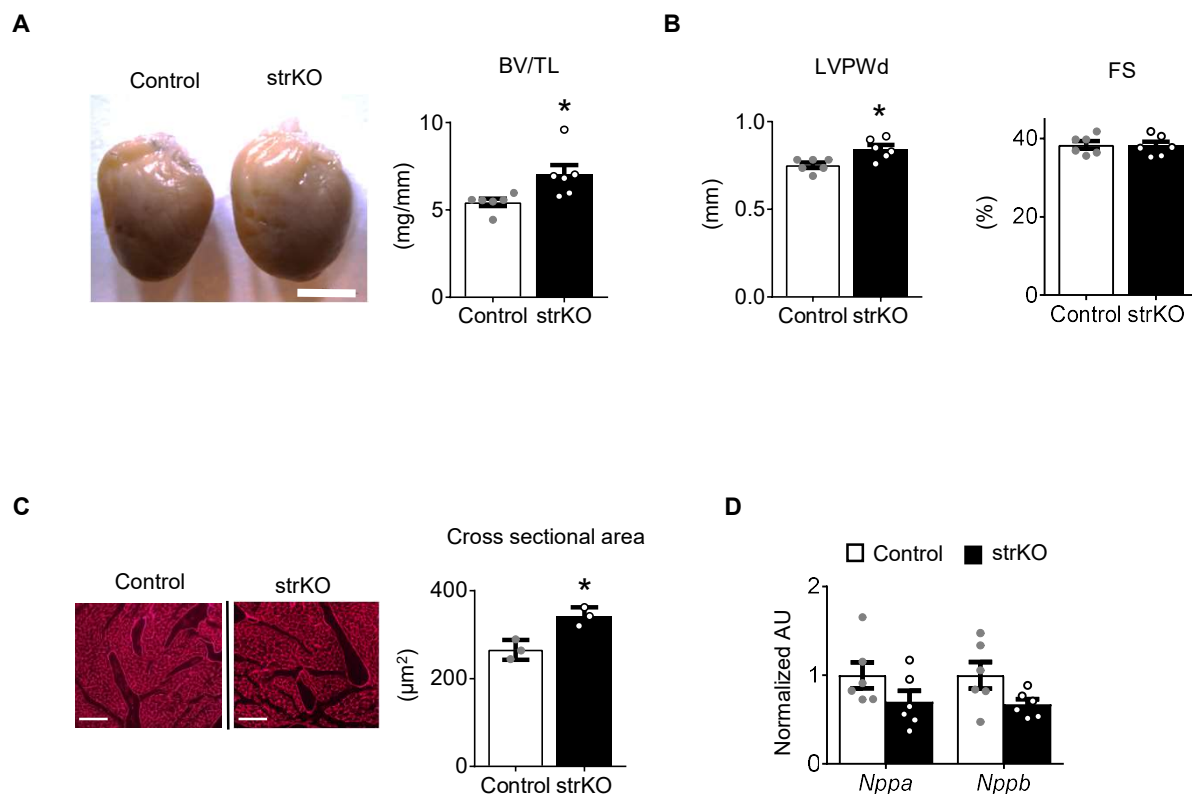

**Supplemental Figure 2. *strNrip1*<sup>-/-</sup> mice (strKO) exhibit mild cardiac hypertrophy with normal systolic function.** (A) Left; representative gross biventricles for 8 week-old male mice. Scale bar = 5 mm. Right; biventricular weight (BV) to tibia length (TL) ratio (n=6 per group). (B) Left ventricular posterior wall thickness at end-diastole (LVPWd), and left ventricular fractional shortening (FS) determined by echocardiography in 8 week-old male (n=6 per group). (C) Left; representative image of heart sections stained with Wheat Germ Agglutinin (WGA). Right; quantification of cardiomyocyte size. Scale bars = 100 μm. (D) Expression of cardiac hypertrophic/stress markers, *Nppa* and *Nppb*, in 8 week-old male mice (n=6 per group). Values are shown as mean ± SEM. \*  $p < 0.05$  vs control using two-tailed, unpaired t-test.

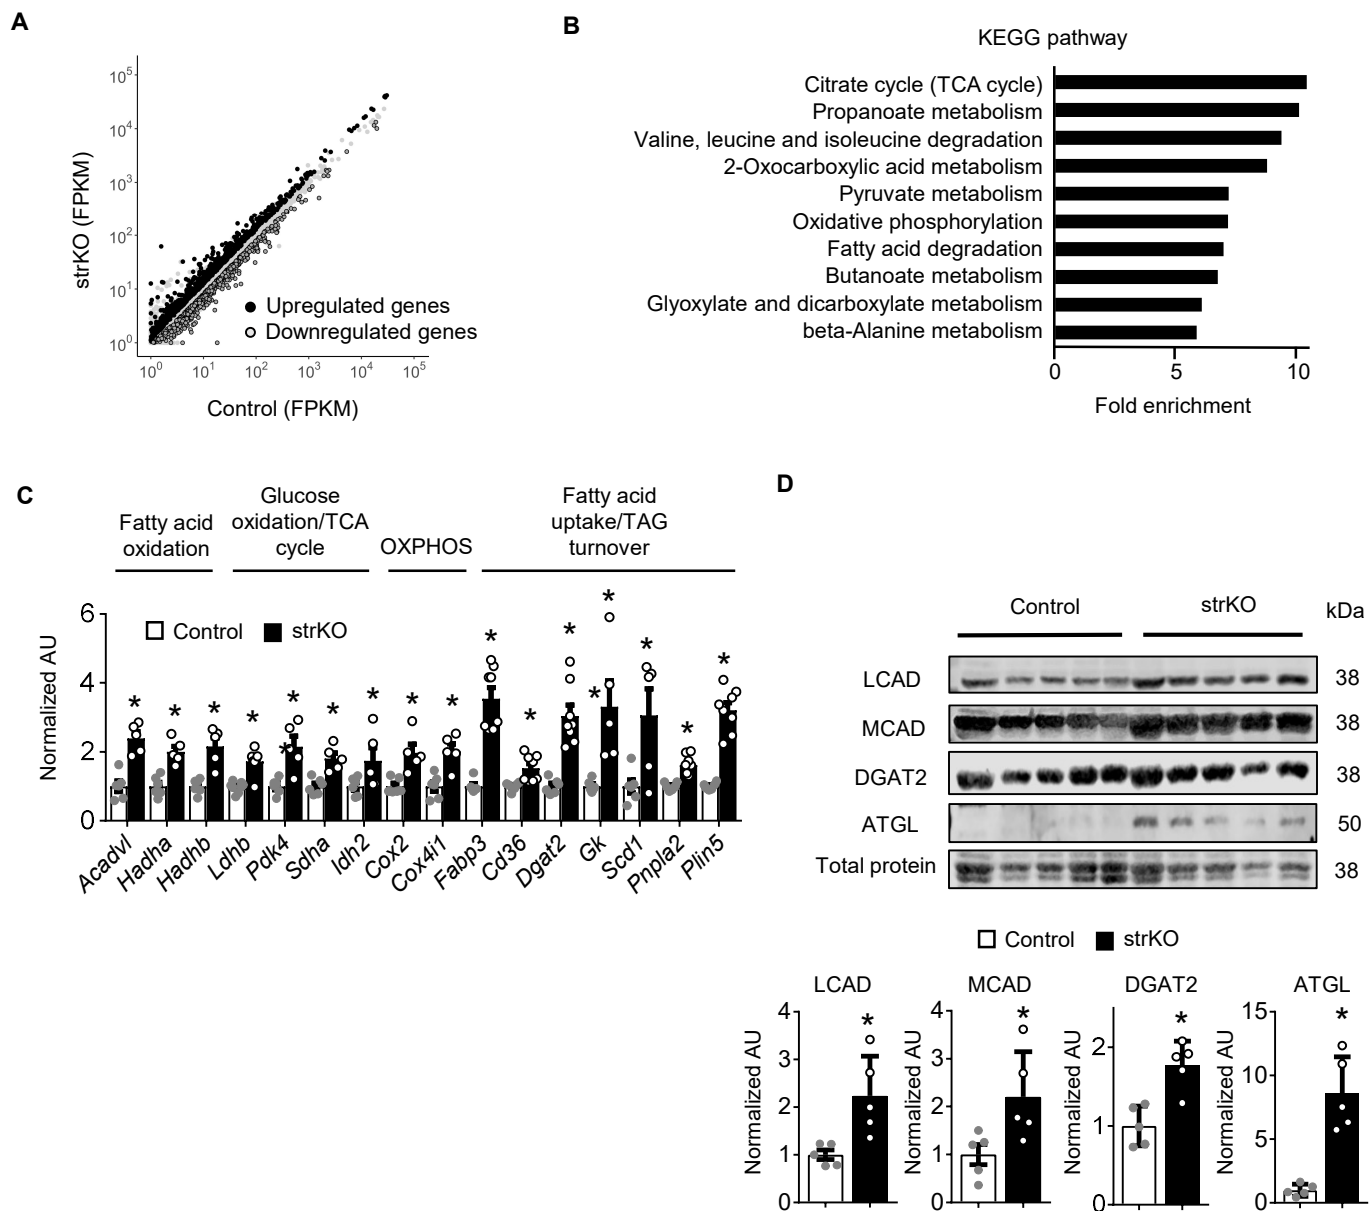

**Supplemental Figure 3. Increased expression of a wide array of mitochondrial energy transduction genes in *strNrip1*<sup>-/-</sup> skeletal muscle.** Global RNA-seq was performed with wild-type littermate control and *strNrip1*<sup>-/-</sup> (strKO) 8 week-old male gastrocnemius muscle (n=3 per group). (A) Scatter plot representing upregulated (black circles) or downregulated (grey circles) genes in strKO muscle vs control. Cutoff: FC>1.2 and FDR<0.05. (B) KEGG pathways enriched in strKO upregulated genes. (C) Validation of a subset of RNA-seq target genes by qPCR. (D) Top; representative immunoblots of fatty acid oxidation (LCAD and MCAD), triacylglyceride (TAG) synthesis (DGAT2), and hydrolysis (ATGL) genes in 8-week old male gastrocnemius. Bottom; Bar graphs demonstrating quantification of the immunoblots (n = 5 per group). Values are mean ± SEM. \* *p* < 0.05 using unpaired t-test.

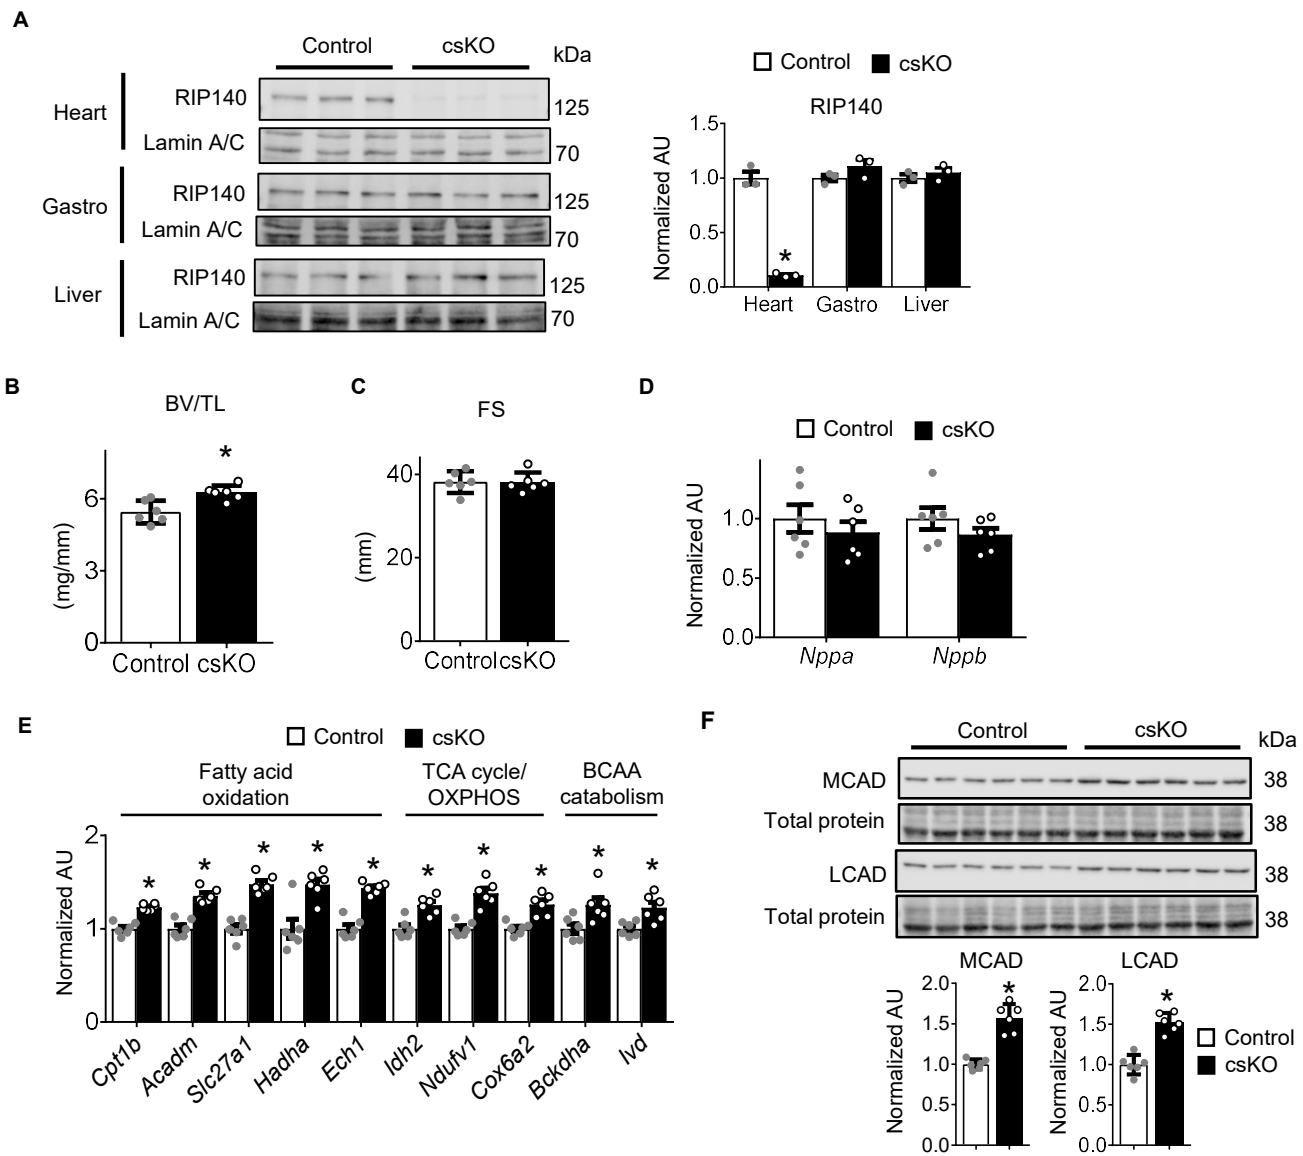

**Supplemental Figure 4. Generation of cardiac-specific *Nrip1*<sup>-/-</sup> mice (csKO).** (A) Left; representative immunoblots of RIP140 and Lamin A/C (control) performed on 8-week old male mouse heart, gastrocnemius (Gastro), and liver. Right; quantification of immunoblots (n=3 per group). (B) Biventricular weight (BV) to tibia length (TL) ratio (n=6 per group). (C) Left ventricular fractional shortening (FS) (n=6 per group). (D) Expression of cardiac hypertrophic/stress markers normalized to wild-type littermate control levels by qRT-PCR (n=6 per group). (E) qRT-PCR analysis of representative expression in heart (n=6 per group). (F) Top; representative immunoblots to assess MCAD and LCAD levels in biventricle. Bottom; quantification of immunoblots normalized to Control (=1). Values are mean  $\pm$  SEM. \*  $p < 0.05$  vs control using two-tailed, unpaired t-test.

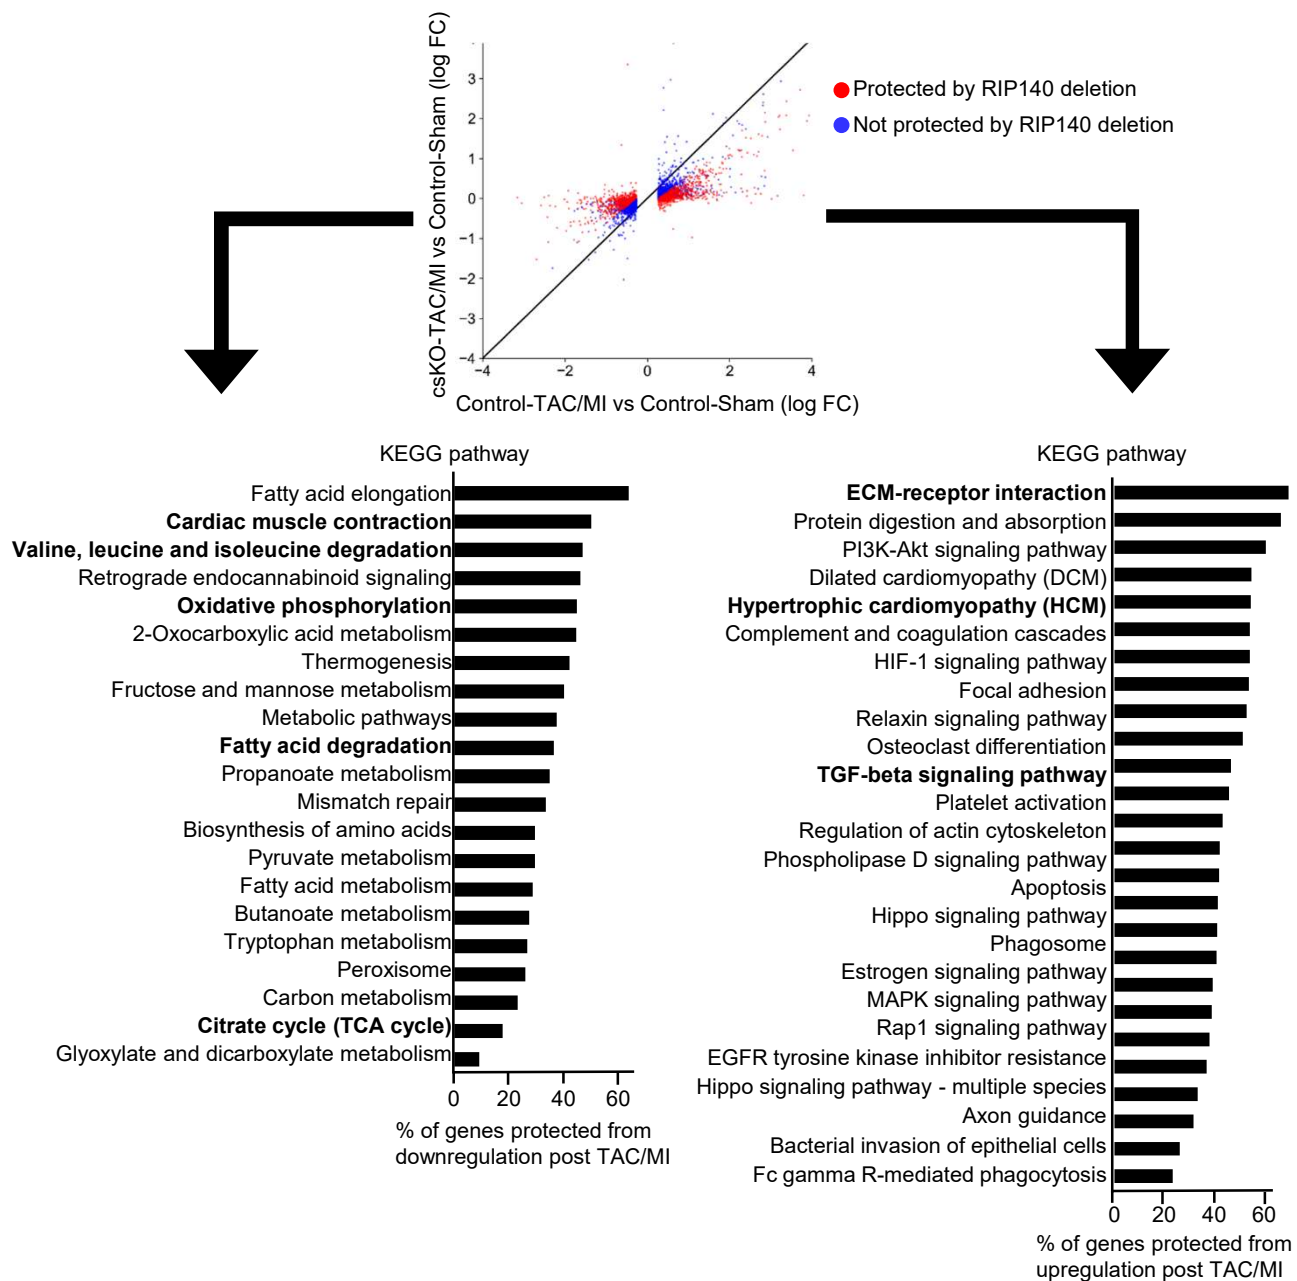

**Supplemental Figure 5. Pathway analysis of the impact of cardiac RIP140 deficiency on differential expression of genes post-TAC/MI.** “Protected” genes are defined as significantly less upregulated/downregulated post-TAC/MI in csKO vs Control both compared to Control-Sham using the cutoff:  $FC > 1.2$ ,  $FDR < 0.05$ . Upper panel; scatter plot of genes protected (red) and non-protected (blue) by RIP140 deletion post-TAC/MI. Lower panel; KEGG pathways enriched in genes protected by RIP140 deletion post-TAC/MI. Bars show the percentage of genes in the pathway that were significantly affected by TAC/MI in Control genotype, which were protected from this change by RIP140 deletion. Bold: pathways discussed in the text.

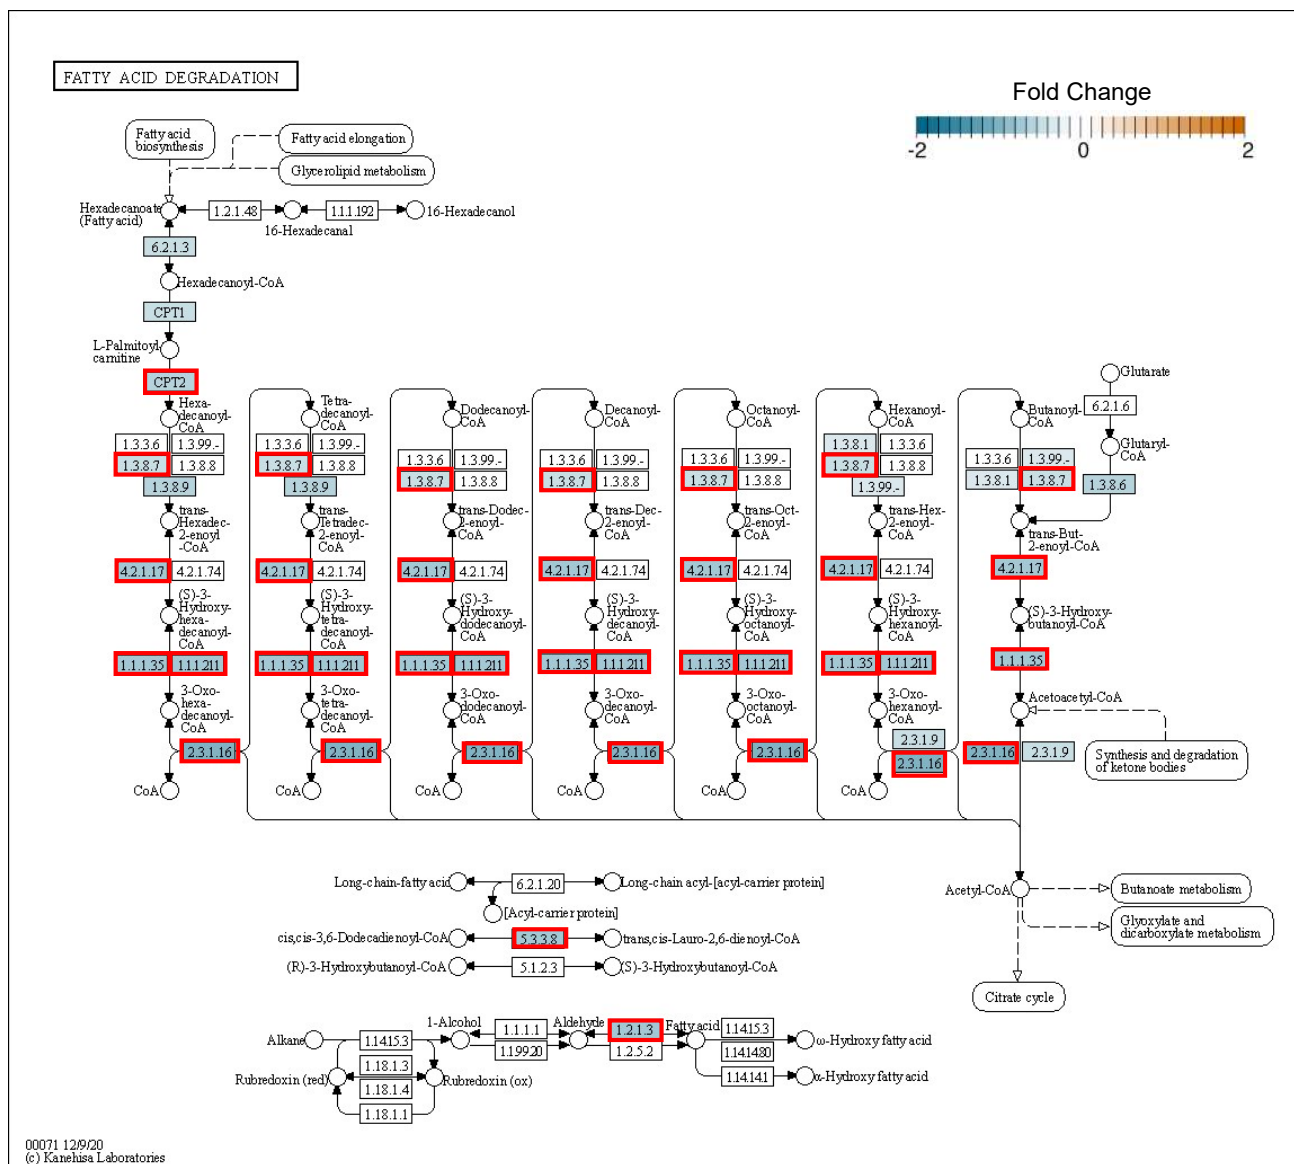

**Supplemental Figure 6. Impact of RIP140 deficiency gene expression post-TAC/MI: Fatty acid degradation pathway (KEGG).** Cardiac genes that were differentially expressed (DE) in sham vs. TAC/MI *csNrip1*<sup>+/+</sup> groups (FC>1.2 and FDR<0.05) are delineated by shading (see gradient key). Genes “protected” by RIP140 deletion (significantly less up/downregulated) are outlined in red.

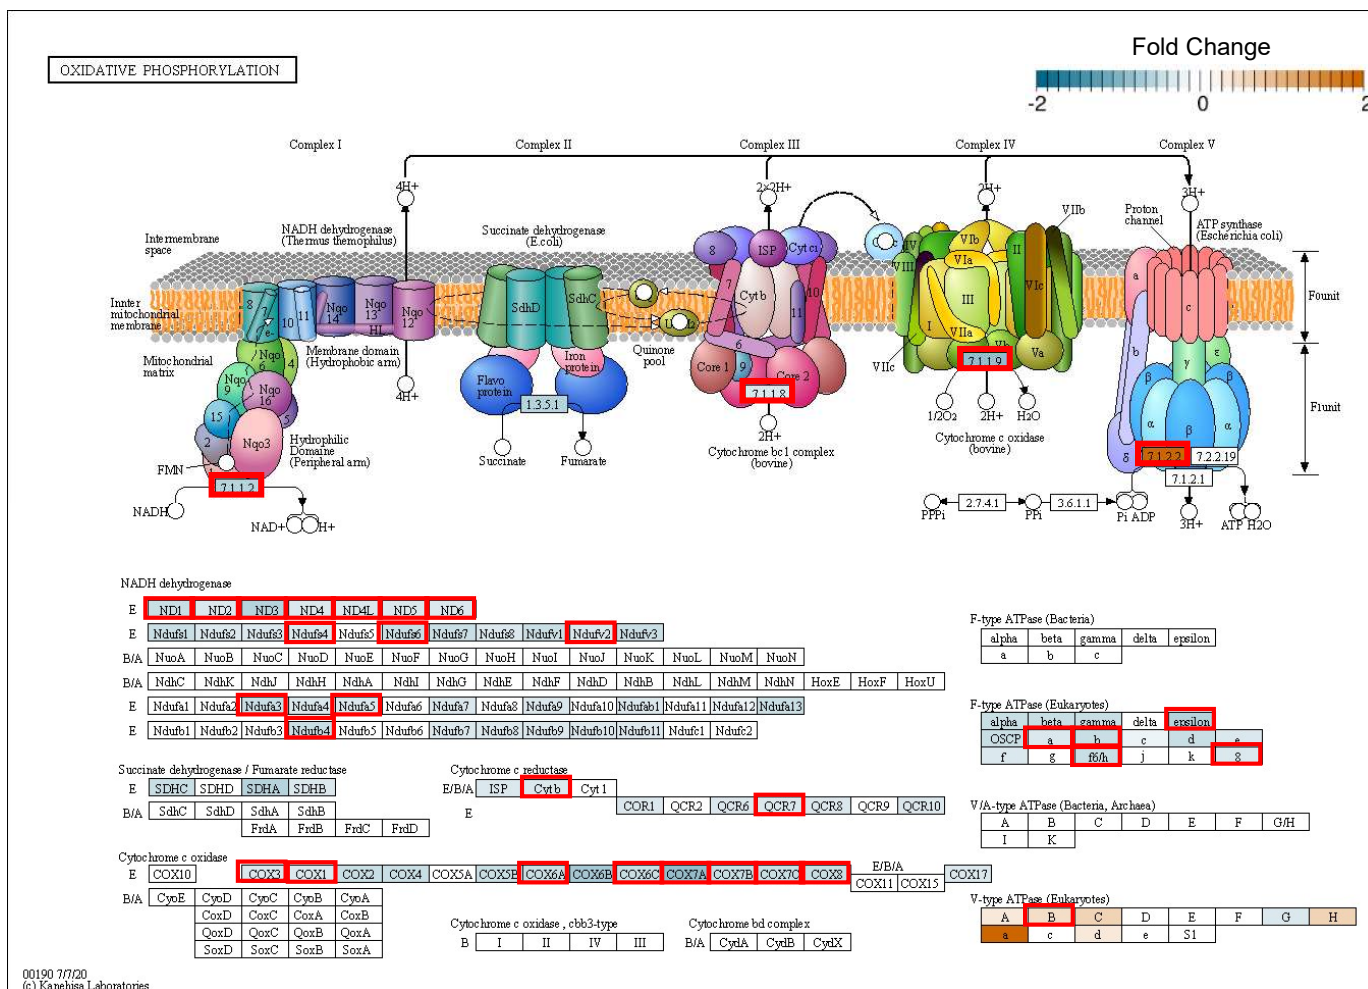

**Supplemental Figure 7. Impact of RIP140 deficiency gene expression post-TAC/MI: Oxidative phosphorylation (OXPHOS) pathway (KEGG).** Cardiac genes that were differentially expressed (DE) in sham vs. TAC/MI *csNrip1<sup>+/+</sup>* groups ( $FC > 1.2$  and  $FDR < 0.05$ ) are delineated by shading (see gradient key). Genes “protected” by RIP140 deletion (significantly less up/downregulated) are outlined in red.

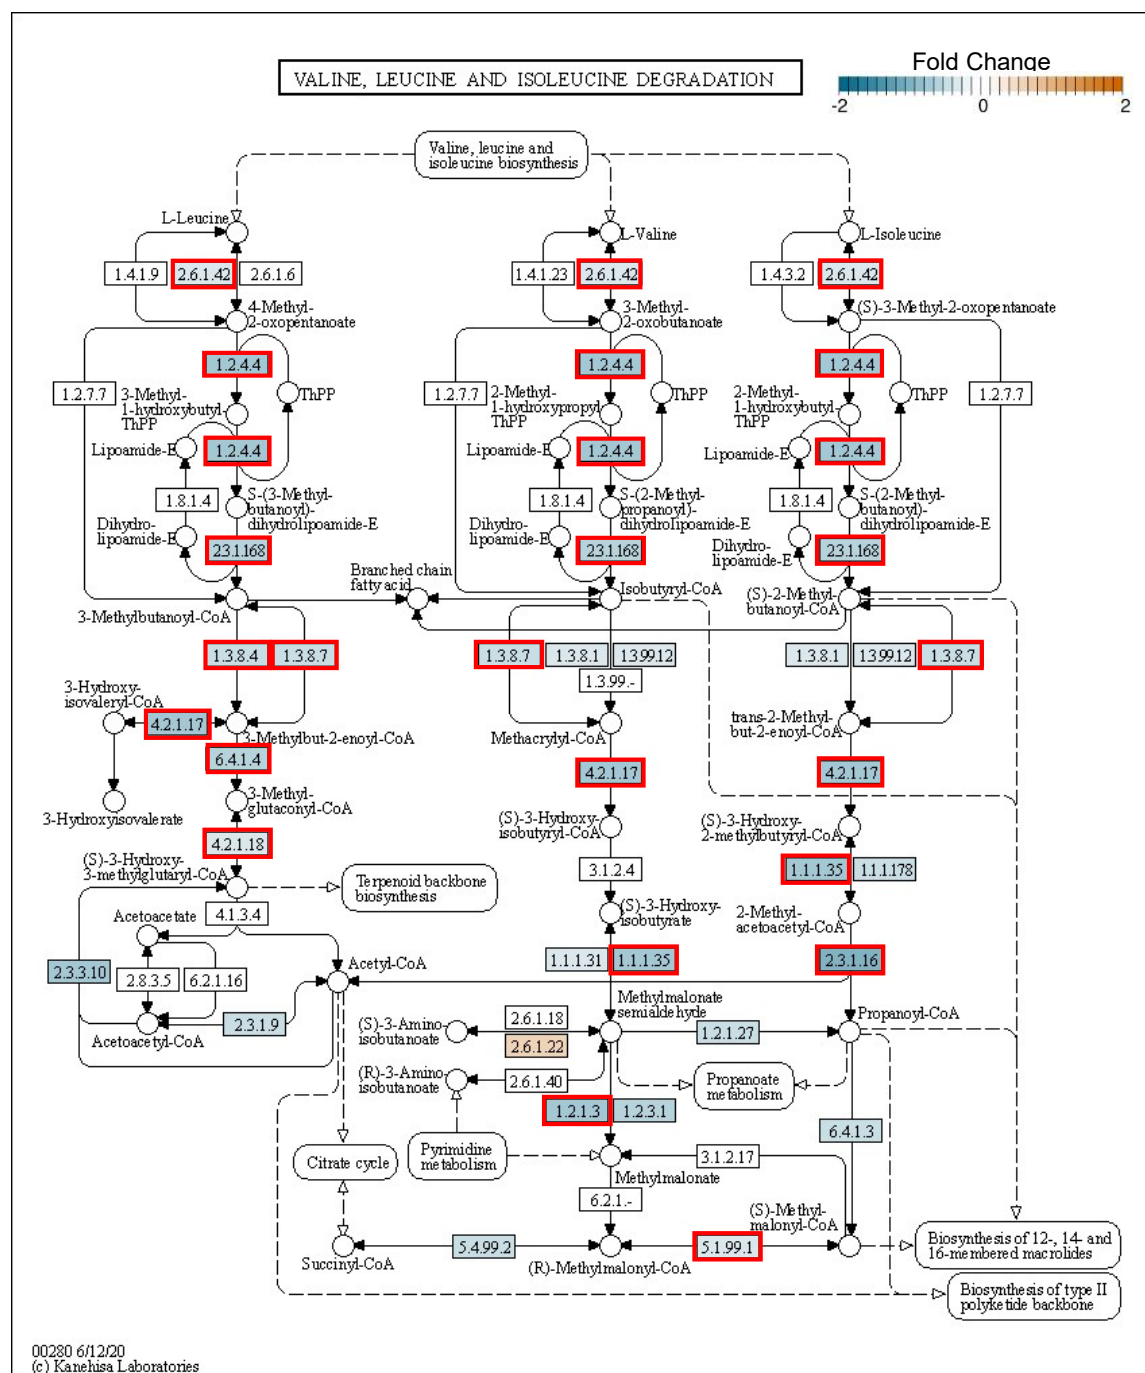

**Supplemental Figure 8. Impact of RIP140 deficiency gene expression post-TAC/MI: branched chain amino acid degradation pathway (KEGG).** Cardiac genes that were differentially expressed (DE) in sham vs. TAC/MI cs *Nrip1*<sup>+/+</sup> groups (FC>1.2 and FDR<0.05) are delineated by shading (see gradient key). Genes "protected" by RIP140 deletion, (significantly less up/downregulated) are outlined in red.

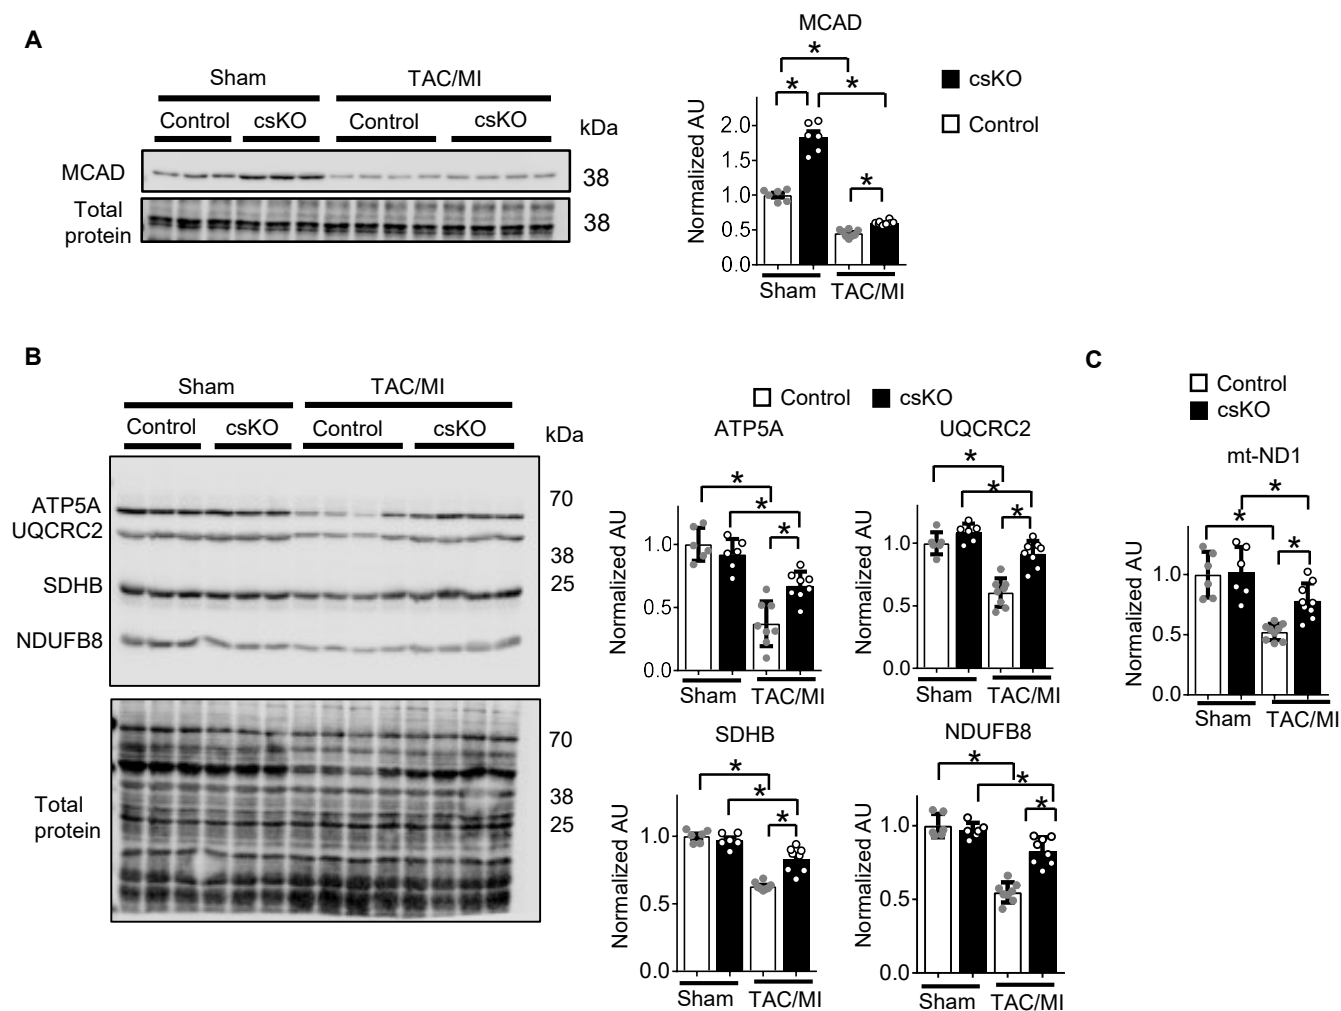

**Supplemental Figure 9. Impact of RIP140 deficiency on representative target cardiac mitochondrial protein levels post-TAC/MI conditions.** (A) Left; representative immunoblots directed at the fatty acid oxidation enzyme, MCAD, in csKO and Control biventricle lysates. Right; quantification of the immunoblots (n= 6-8 per group). (B) Left; representative immunoblots for Atp5a, Uqcrc2, Sdhb, and Ndufb8. Total protein is shown at the bottom. Right; quantification of immunoblots (n= 6-8 per group). Values are mean  $\pm$  SEM. \*  $p < 0.05$  using 2-way ANOVA with Tukey's multiple comparison test. (C) Relative level of mitochondrial DNA encoding mt-Nd1 normalized to nuclear DNA in csKO and Control hearts (n= 6-9 per group).

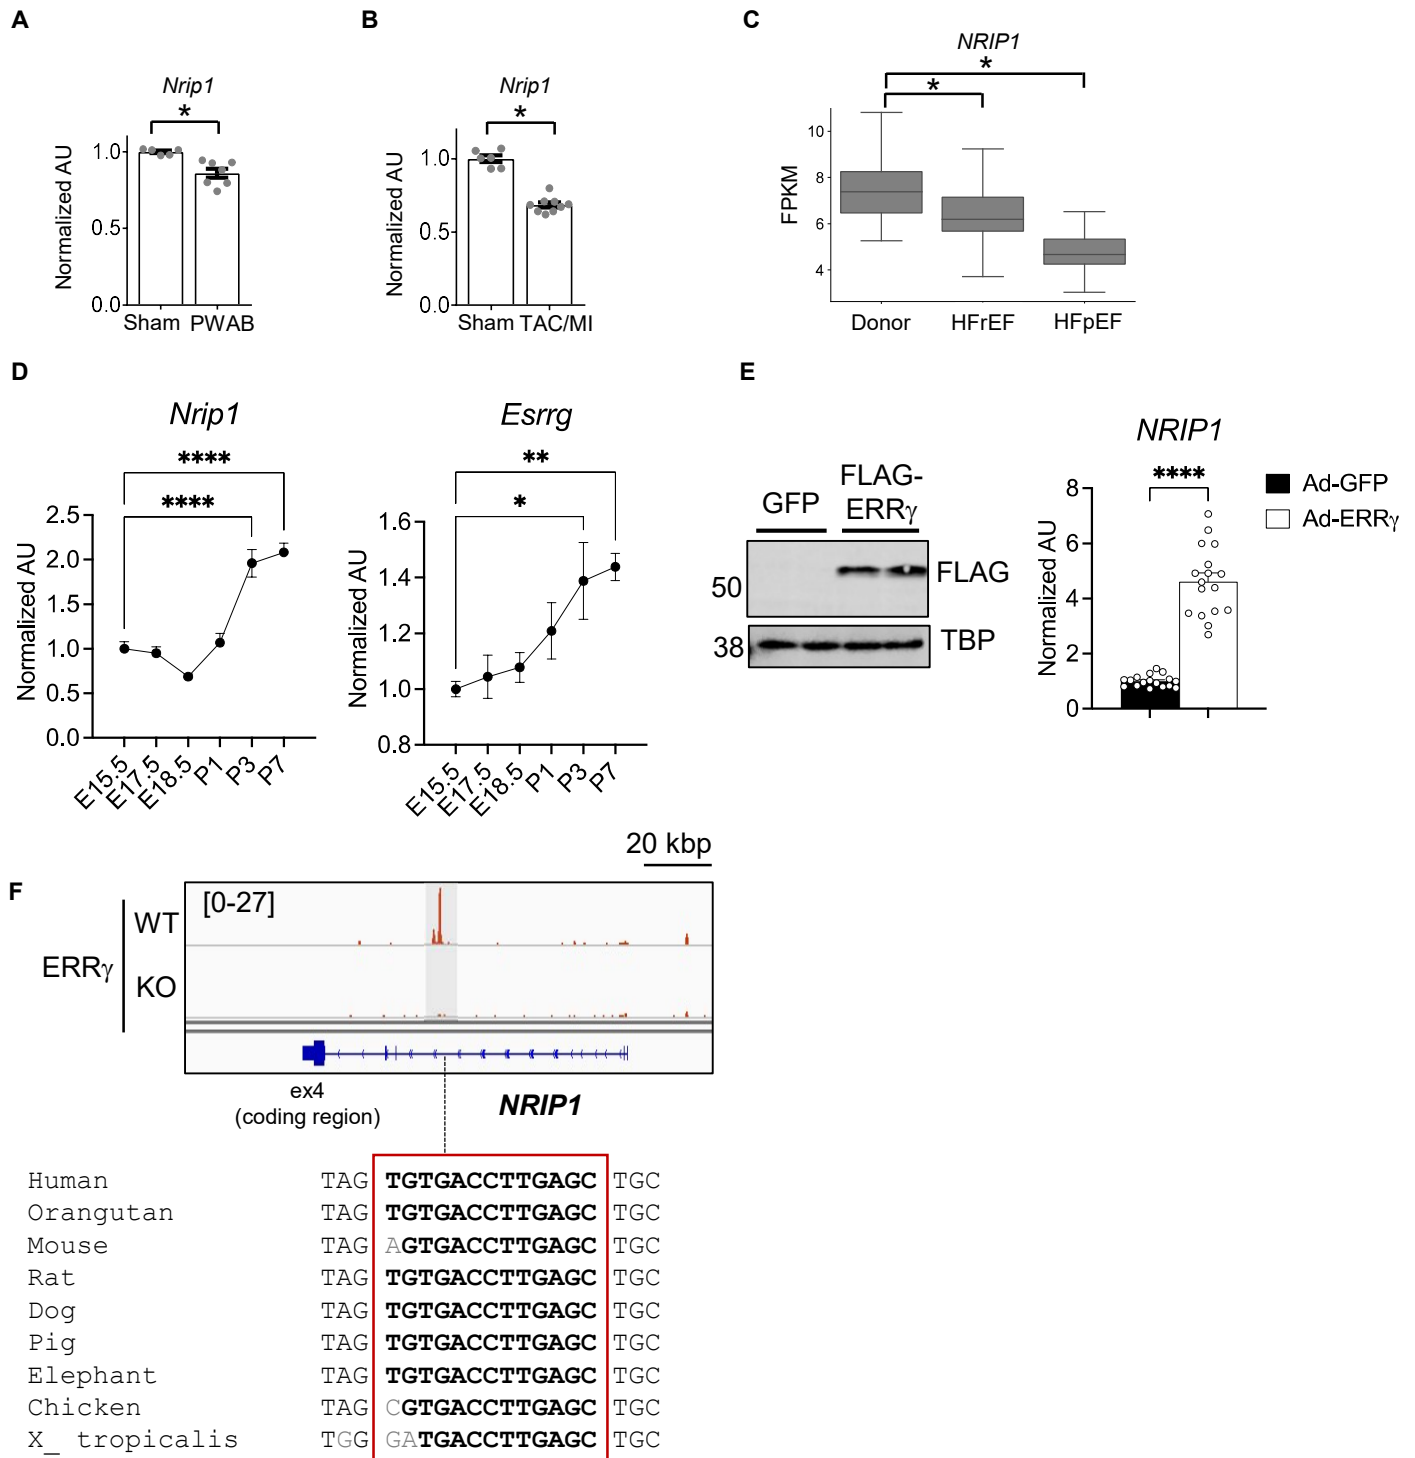

**Supplemental Figure 10. Regulation of *Nrip1* expression in the failing and developing heart: A role for  $ERR\gamma$  feedback regulation.** (A),(B), Real-time quantitative polymerase chain reaction (qRT-PCR) analysis of *Nrip1* expression in hearts of mice subjected to PWAB or TAC/MI surgeries (n=5-9 per group). (C) Box plots representing the fragments per kilobase of exon per million mapped fragments (FPKM) of *NRIP1* in each healthy donor control (n=24) and Heart Failure with reduced Ejection Fraction or HFrEF; (n=30), and Heart Failure with preserved Ejection Fraction or HFpEF (n=41) patient cohorts from published RNA-seq data (<https://zenodo.org/record/4114617#.YWnTNnMJ0w>). \* represents adjusted *p*-values (Benjamini-Hochberg false discovery rate) <0.05. (D) qRT-PCR-determined levels of *Nrip1* and *Esrrg* in mouse hearts from embryonic day (E)15.5 to postnatal day (P) 7. E15.5 and P1, n=4 and others, n=5. n denotes independent biological replicates. \**p*<0.05, \*\**p*<0.01, and \*\*\*\**p*<0.0001 vs E15.5; one-way ANOVA followed by Dunnett's multiple comparisons test. (E) Left panel: representative immunoblot images of indicated protein in human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) following the infection of adenovirus expressing GFP or FLAG-tagged  $ERR\gamma$  (Ad-GFP or Ad- $ERR\gamma$ ). TATA-binding protein (TBP) serves as nuclear protein loading control. Right panel: Bars represent *NRIP1* transcript level determined by RT-qPCR. \*\*\*\**p*<0.0001 vs Ad-GFP, two-tailed student's *t*-test. n=17 for both groups obtained with at least three independent experiments. (F) Top, Genomic browser track of *NRIP1* locus in wild type (WT) and estrogen-related receptor  $\gamma$  ( $ERR\gamma$ ) KO hiPSC-CMs. The chromatin immunoprecipitation sequencing (ChIP-seq) data with anti- $ERR\gamma$  dataset was obtained from GSE113784.  $ERR\gamma$  peak signals are denoted in red. Lower panel shows the putative ERR binding site defined by JASPAR (<https://jaspar.genereg.net/>) and the marked conservation across species. Bold font indicates the ERR binding motif.

**Supplemental Table 1.** Pathways enriched in the RNA-seq from *strNrip1*<sup>-/-</sup> cardiac ventricle.

The table shows the significantly enriched ( $p < 0.05$ , adjusted  $p$ -value by Benjamini-Hochberg FDR method) GOTERM\_BP\_DIRECT, GOTERM\_CC\_DIRECT and Kyoto Encyclopedia of Genes and Genomes (KEGG)\_PATHWAY pathways defined by the gene sets of upregulated or downregulated genes in *strNrip1*<sup>-/-</sup> RNA-seq. There are no significantly downregulated KEGG\_PATHWAY in *strNrip1*<sup>-/-</sup>.

**Supplemental Table 1. Continued**

The table shows the significantly enriched ( $p < 0.05$ , adjusted  $p$ -value by Benjamini-Hochberg FDR method) GOTERM\_BP\_DIRECT, GOTERM\_CC\_DIRECT and Kyoto Encyclopedia of Genes and Genomes (KEGG)\_PATHWAY pathways defined by the gene sets of upregulated or downregulated genes in *strNrip1*<sup>-/-</sup> RNA-seq. There are no significantly downregulated KEGG\_PATHWAY in *strNrip1*<sup>-/-</sup>.

**Supplemental Table 2.** Physiological parameters and echocardiographic analysis in control vs *strNrip1<sup>-/-</sup>* mice.

Echocardiography was performed on 8 week-old male mice (n=6 per each group). Values are mean ± SEM. \**p* < 0.05 vs control using two-tailed, unpaired t-test. LVPWd, left ventricular posterior wall thickness at end-diastole; IVSd, interventricular septum thickness at end-diastole; LVIDd, left ventricular internal dimension at end-diastole; LVPWs, left ventricular posterior wall thickness at end-systole; IVSs, interventricular septum thickness at end-systole; LVIDs, left ventricular internal dimension at end-systole; LVM, left ventricular mass; LVMI, left ventricular mass index; RWT, relative wall thickness; FS, fractional shortening

**Supplemental Table 3. Pathways enriched in the RNA-seq from *strNrip1*<sup>-/-</sup> gastrocnemius.**

Supplemental Table 3. Continued

Supplemental Table 3. Continued

Supplemental Table 3. Continued

The table shows the significantly enriched ( $p < 0.05$ , adjusted  $p$ -value by Benjamini-Hochberg FDR method) GOTERM\_BP\_DIRECT and Kyoto Encyclopedia of Genes and Genomes (KEGG)\_PATHWAY pathways defined by the gene sets of upregulated or downregulated genes in *strNrip1*<sup>-/-</sup> RNA-seq. There are no significantly downregulated KEGG\_PATHWAY in *strNrip1*<sup>-/-</sup>.

**Supplemental Table 4. Pathways enriched in the RNA-seq from *strNrip1*<sup>-/-</sup> soleus.**

The table shows the significantly enriched ( $p < 0.05$ , adjusted  $p$ -value by Benjamini-Hochberg FDR method) Kyoto Encyclopedia of Genes and Genomes (KEGG)\_PATHWAY pathways defined by the gene sets of upregulated or downregulated genes in *strNrip1*<sup>-/-</sup> RNA-seq.

**Supplemental Table 5.** Physiological parameters and echocardiographic analysis post PWAB or sham procedure in control vs *strNrip1<sup>-/-</sup>* male mice.

Echocardiography was performed on male mice 16 weeks post PWAB or sham surgery (n=5-7 per each group). E wave, A wave, e' wave evaluation were performed after zatebradine treatment. Values are mean ± SEM. \*  $p < 0.05$  vs control-sham, #  $p < 0.05$  vs *strNrip140<sup>-/-</sup>*-sham, †  $p < 0.05$  vs control-PWAB using 2-way ANOVA with Turkey's multiple comparison test. PWAB, post-weaning aortic banding; LVPWd, left ventricular posterior wall thickness at end-diastole; IVSd, interventricular septum thickness at end-diastole; LVIDd, left ventricular internal dimension at end-diastole; LVPWs, left ventricular posterior wall thickness at end-systole; IVSs, interventricular septum thickness at end-systole; LVIDs, left ventricular internal dimension at end-systole; LVM, left ventricular mass; LVMI, left ventricular mass index; RWT, relative wall thickness; FS, fractional shortening; EDV, end-diastolic volume; ESV, end-systolic volume; EF, ejection fraction

**Supplemental Table 6.** Physiological parameters and echocardiographic analysis post PWAB or sham procedure in control vs *strNrip1<sup>-/-</sup>* female mice.

Echocardiography was performed on female mice 16 weeks post PWAB or sham surgery (n=6-7 per each group). E wave, A wave, e' wave evaluation were done after zatebradine treatment. Values are mean ± SEM. \*  $p < 0.05$  vs control-sham, #  $p < 0.05$  vs *strNrip1<sup>-/-</sup>*-sham, †  $p < 0.05$  vs control-PWAB using 2-way ANOVA with Turkey's multiple comparison test. PWAB, post-weaning aortic banding; LVPWd, left ventricular posterior wall thickness at end-diastole; IVSd, interventricular septum thickness at end-diastole; LVIDd, left ventricular internal dimension at end-diastole; LVPWs, left ventricular posterior wall thickness at end-systole; IVSs, interventricular septum thickness at end-systole; LVIDs, left ventricular internal dimension at end-systole; LVM, left ventricular mass; LVMI, left ventricular mass index; RWT, relative wall thickness; FS, fractional shortening; EDV, end-diastolic volume; ESV, end-systolic volume; EF, ejection fraction

**Supplemental Table 7.** Physiological parameters and echocardiographic analysis in control vs *csNrip1<sup>-/-</sup>* mice.

Echocardiography was performed on 8 week-old male mice (n=6 per each group). Values are mean ± SEM. \*  $p < 0.05$  vs control using two-tailed, unpaired t-test. LVPWd, left ventricular posterior wall thickness at end-diastole; IVSd, interventricular septum thickness at end-diastole; LVIDd, left ventricular internal dimension at end-diastole; LVPWs, left ventricular posterior wall thickness at end-systole; IVSs, interventricular septum thickness at end-systole; LVIDs, left ventricular internal dimension at end-systole; LVM, left ventricular mass; LVMI, left ventricular mass index; RWT, relative wall thickness; FS, fractional shortening

**Supplemental Table 8.** Physiological parameters and echocardiographic analysis post TAC/MI or sham procedure in control vs *csNrip1<sup>-/-</sup>* mice.

Echocardiography was performed 4 weeks post TAC/MI or sham surgery (n=6-8 per each group). Values are mean ± SEM. \*  $p < 0.05$  vs control-sham, #  $p < 0.05$  vs *csNrip1<sup>-/-</sup>*-sham, †  $p < 0.05$  vs control-TAC/MI using 2-way ANOVA with Tukey's multiple comparison test. TAC, transverse aortic constriction; MI, spall apical myocardial infarction; EDV, end-diastolic volume; ESV, end-systolic volume; EF, ejection fraction

**Supplemental Table 9.** Pathways enriched in the RNA-seq post TAC/MI or sham procedure in control vs *csNrip1<sup>-/-</sup>* cardiac ventricle.

Supplemental Table 9. Continued

Supplemental Table 9. Continued

Supplemental Table 9. Continued

Supplemental Table 9. Continued

The table shows the significantly enriched ( $p < 0.05$ , adjusted  $p$ -value) GOTERM\_BP\_DIRECT and Kyoto Encyclopedia of Genes and Genomes (KEGG)\_PATHWAY pathways defined by the gene sets protected from downregulation by RIP140 deficiency during TAC/MI

**Supplemental Table 10.** The percentage of genes in pathways protected from downregulation/upregulation by RIP140 deletion during TAC/MI.

**Supplemental Table 10. Continued**

Supplemental Table 10. Continued

**Supplemental Table 11.** Pathways enriched in overlapped genes between upregulated genes in *csNrip1*<sup>-/-</sup> from RNA-seq and genes with H3K27ac up in *csNrip1*<sup>-/-</sup> from CUT&RUN-seq.

The table shows the significantly enriched (p<0.05, adjusted p-value) GOTERM\_BP\_DIRECT and Kyoto Encyclopedia of Genes and Genomes (KEGG)\_PATHWAY pathways defined by the overlapped gene sets between upregulated genes in *csNrip1*<sup>-/-</sup> from RNA-seq and genes with H3K27ac up in *csNrip1*<sup>-/-</sup> from CUT&RUN-seq.

**Supplemental Table 12.** Pathways enriched in overlapped genes between protected downregulation genes by RIP140 deletion post TAC/MI from RNA-seq and genes with H3K27ac up in *csNrip1*<sup>-/-</sup> from CUT&RUN-seq.

The table shows the significantly enriched (p<0.05, adjusted p-value) GOTERM\_BP\_DIRECT and Kyoto Encyclopedia of Genes and Genomes (KEGG)\_PATHWAY pathways defined by the overlapped gene sets between protected downregulation genes by RIP140 deletion post TAC/MI from RNA-seq and genes with H3K27ac up in *csNrip1*<sup>-/-</sup> from CUT&RUN-seq.

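Supplemental Tables 11 and 12 list the genes behind each enriched pathway. These are only part of the overlapping genes of Figure 6, C and E, so the shares below describe the listed genes. Of the 119 symbols listed in Supplemental Table 11, 109 matched the annotation, and 62 of these (56.9%, interval 47.5% to 65.8%) had a KO-only H3K27ac region nearest to their TSS. Of the 151 symbols in Supplemental Table 12, 126 matched, and 69 (54.8%, interval 46.1% to 63.2%) had a KO-only region. The 10 and 25 symbols that did not match include errors of text extraction and were left out. Among all 22671 genes with any region, 31.2% had a KO-only region. The bases differ, since the shares for the tables are of all matched genes, of which 104 and 123 had any region. Control-only regions were present at 41.3% of the genes of Supplemental Table 11 and 52.4% of those of Supplemental Table 12, against 41.3% of all genes with a region. Genes of the tables had more regions, with a median of 7 and 8 per gene against 3 for all genes with a region. The shares are descriptive, since the tables hold genes that the study chose on these samples, and no set test was run. The pathways were drawn from genes shared with the RNA-Seq comparisons, which were not analysed here. With a reciprocal overlap of at least 50% required for a shared region, the shares with a KO-only region were 76.1% and 75.4%, against 46.8% of all genes with a region, and the shares with a control-only region were 68.8% and 81.0%, against 55.1%.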

**Supplemental Table 13.** Physiological parameters and echocardiographic analysis post TAC or sham procedure in control vs *csNrip1<sup>-/-</sup>* male mice.

Echocardiography was performed on male mice 8 weeks post TAC or sham surgery (n=9-13 per each group). Values are mean ± SEM. \*  $p < 0.05$  vs control-sham, #  $p < 0.05$  vs *csNrip1<sup>-/-</sup>*-sham, †  $p < 0.05$  vs control-TAC using 2-way ANOVA with Turkey's multiple comparison test. TAC, transverse aortic constriction; LVPWd, left ventricular posterior wall thickness at end-diastole; IVSd, interventricular septum thickness at end-diastole; LVIDd, left ventricular internal dimension at end-diastole; LVPWs, left ventricular posterior wall thickness at end-systole; IVSs, interventricular septum thickness at end-systole; LVIDs, left ventricular internal dimension at end-systole; EDV, end-diastolic volume; ESV, end-systolic volume; EF, ejection fraction

**Supplemental Table 14.** Primer sequence

How the deposited data were processed for this re-analysis (not part of the article)

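H3K27ac was profiled by CUT&RUN in CMs isolated from csNrip1-/- mice and littermate controls aged 10 to 12 weeks, with 3 H3K27ac replicates and 3 IgG replicates per genotype. The samples were grouped by genotype and antibody from their labels, and the only comparison was between the genotypes. The authors aligned reads to GRCm38 with bowtie2 2.4.2, removed duplicates with samtools, and used Homer 4.11.1 to call H3K27ac-enriched regions per replicate against IgG and to merge the replicates, keeping regions found in at least 2 of 3. The authors deposited 1 list of such regions per genotype, which gives the start and end position of each region in bp, a name and a score. Every region carries the same score, so the score was not used. No signal, tag count or call per replicate was used here, so the depth of each library and the error between replicates are unknown. The precision given for shares is that of counts of regions (Wilson binomial intervals at 95%). Intervals of medians and odds ratios describe loci or regions and not replicates. The authors' comparison of tag counts between pooled genotypes, with its 1.5-fold requirement, could not be repeated from these lists. KO-only and control-only regions therefore stand in for increased and decreased peaks, and a region whose signal changed without being gained or lost is counted as shared. The gene expression experiments of the paper were not analysed here.

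Positions were checked to lie within the GRCm38 chromosomes. Regions on chromosomes 1 to 19, X and Y were kept, which left out 21 control and 14 KO regions on other sequences. A region was shared if it overlapped a region of the other list by at least 1 bp. Loci held by both lists were merged across lists, and the length covered in each list was compared. Each region was assigned to the gene with the nearest TSS among the 55413 genes of GENCODE M21 and placed by its center in 1 of 7 classes, with promoters from 1000 bp upstream to 100 bp downstream of the TSS, as the paper defines them, and the TTS from 100 bp upstream to 1000 bp downstream. Class shares were compared by 2-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 7 classes, and motif shares over the 6 motifs, with an adjusted threshold of 0.05. Motif consensus sequences, written with the standard ambiguity codes, were searched on both strands in the central 200 bp of each region. Background windows came from 600000 random genomic positions outside all listed regions, 3 per region, matched on GC content in 5% bins. Too few windows were found in the bins of highest GC content, which left the background of KO-only regions 405 windows short. Odds ratios across GC content or width were combined by the Mantel-Haenszel method. For the genes the paper names in hearts of strNrip1-/- mice, 10000 random lists of genes with the same numbers of assigned regions were drawn. Lists of fibroblast, endothelial and macrophage marker genes were written to test for nuclei of other cell types. Regions are neighbors on chromosomes and are not independent replicates, so P values describe regions and not mice.

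The genes named in the text are every gene the paper names for the CUT&RUN experiment, Nrip1, and the genes nearest the 5 widest KO-only and the 5 widest control-only regions. The result for a single gene under this rule is not reported here. This rule, the comparisons, the marker lists and most alternatives were set before the data were examined. Those alternatives changed the overlap that counts as shared (50% of the region, a reciprocal 50%, or a gap of up to 1000 bp), kept regions at least 1000 bp wide, kept equal numbers of the widest regions, kept all sequences, changed the promoter limits to 2000 bp upstream and 500 bp downstream, used any base of a region, used protein-coding genes only, assigned regions by gene bodies extended by 5 kb, and changed the motif window, consensus and background. Alternatives chosen after seeing the data kept regions with 3 or more subpeaks, as read from the number in each region's name, or drew 10 background windows per region from 2400000 positions. The motif comparison between control-only regions and genomic windows was also added after seeing the data.

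The overlap, class and motif steps were tested on simulated data. Of regions made for 1 list only, 800 of 800 and 1200 of 1200 were found. All 300 of 300 planted motifs were found, which checks the search only, as they were exact matches to the consensus. By Fisher's exact tests, 5% of null comparisons gave P under 0.05. These comparisons drew independent counts at a fixed share. They do not cover dependence between neighboring regions or rarer motifs. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9, with the random seed 140.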

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

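The comparison of control-only regions with genomic windows, and both tests of it, were chosen only after the data had been seen. The paper reports motifs for regions with increased H3K27ac and does not report any for regions found in control CMs only. In these 15843 regions, each of the 6 consensus motifs was present at a higher share than in 47529 GC-matched genomic windows. By 2-sided Fisher's exact tests, the ratio was 3.51 for MEF2 (adjusted P = 7.92e-31), 1.48 for ERR (adjusted P = 0.00655), 1.21 for TR (adjusted P = 0.00655), 1.15 for GATA4 (adjusted P = 0.00685) and 1.74 for GR (adjusted P = 0.0143). For PPAR it was 15 (exact test, adjusted P = 0.00685), from 5 regions and 1 window. With 10 windows per region the PPAR ratio was 3.85, from 5 regions and 13 windows, so its size rests on very few background matches.

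The position of regions at promoters was argued against as the whole source of the MEF2 result, since outside promoters the ratio was 4.49 (exact test, adjusted P = 2.68e-38). A candidate explanation is that these motifs are common to H3K27ac regions of CMs of either genotype. Against GC-matched regions shared by both genotypes, the MEF2 share of control-only regions was 1.00 times as high, and 0 of the 6 motifs passed the threshold, with a smallest unadjusted P of 0.302 (PPAR). The ratios against genomic windows therefore say little about genotype. No biological explanation other than this was tested, and a difference between the preparations of CMs stays open.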

How the results depend on the processing

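The alternatives with 3 or more subpeaks, with 10 background windows per region, and all those for motifs of control-only regions were chosen only after the results were seen, and the first after it was known to change the order of KO-only and control-only regions. A first calculation used 3 background windows per region, and its values are those given with the claims. For the changes below the cause was not tested. No paired analysis was possible because the lists hold merged regions and no values per replicate. Leaving out each replicate and keeping the top-scoring 50% of each list were not run, since the lists do not give which replicates called a region and every score is the same. The unknown depth limits every count of KO-only and control-only regions, because a region missing from a list may lie under the calling threshold. The limit of 3 or more subpeaks kept 46.4% of shared KO regions and 41.7% of shared control regions, so the KO-only shares under it (56.1% and 56.9%, against 38.2% for all) may in part follow from the limit.

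Against genomic windows, the ERR and MEF2 shares of KO-only regions stayed higher and past the threshold under every alternative with such windows, at ratios from 1.61 to 2.14 for ERR and from 1.55 to 4.61 for MEF2. The promoter share stayed higher in KO-only than in control-only regions and past the threshold under the 8 alternatives run for the classes, by 2.28 to 9.03 percentage points, and the intergenic share stayed lower. Equal numbers of the widest regions and all sequences were not run for the classes. The median log2 ratio of covered length at shared loci stayed above 0. Genes of the strNrip1-/- list with a KO-only region stayed within the middle 95% of random lists, at percentiles from 14.3 to 40.3, with 17.5 for gene bodies extended by 5 kb, 17.9 for 50% coverage and 17.8 for the gap. Of 150 counts at single named genes under the alternatives, 49 moved by more than 1.5-fold or from or to 0, 45 of them upward and 4 downward.

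With 50% of the region covered, the KO-only share of genotype-only regions was 41.8%, genes of Supplemental Table 12 with a KO-only region 66.7% (38.5% of all genes with a region), the 5′ UTR difference 0.131 points and now past the threshold, and the GATA4 ratio 1.23 and now past it. With a reciprocal overlap of 50%, there were 19281 KO-only and 27514 control-only regions (41.2% KO-only), 76.1% and 75.4% of genes of Supplemental Tables 11 and 12 had a KO-only region (46.8% of all genes with a region), the intron difference was -0.823 points and no longer past the threshold, TR and GATA4 ratios were 1.20 and 1.18 and now past it, and the TR ratio to control-only regions reversed to 1.04. With a gap of up to 1000 bp, the GATA4 ratio was 1.30 and past the threshold, and the PPAR ratio reversed to 0.985.

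With regions at least 1000 bp wide, 9652 regions were control-only and 46.9% of genotype-only regions were KO-only. The 5′ UTR difference was 0.257 points, and the GATA4 and GR ratios 1.25 and 2.27, all now past the threshold. Against control-only regions the TR and PPAR ratios reversed to 1.01 and 1.70. At shared loci, the median log2 ratio was 0.0707, with 15.6% wider and 9.06% narrower. With 1-to-1 loci only, 18.4% were wider and 11.5% narrower. With equal numbers of the widest regions, the KO-only share reversed to 53.3%, with 10026 control-only regions. This setting removed control regions only, so it could only raise the share.

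By any base of the region, the 5′ UTR and 3′ UTR differences reversed to -0.0288 and -0.0135 points. With promoters from 2000 bp upstream to 500 bp downstream, the 5′ UTR and exon differences reversed to -0.0111 and -0.16 points, and with protein-coding genes only the 5′ UTR difference was 0.146 points and past the threshold.

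In the central 1000 bp, the TR, GATA4 and GR ratios to genomic windows were 1.10, 1.10 and 1.50, all now past the threshold, and the TR, PPAR and GR ratios to control-only regions reversed to 1.01, 1.37 and 1.28. With the relaxed consensus, the TR ratio to genomic windows was 1.16 and now past the threshold. Against control-only regions, the MEF2 and GATA4 ratios of 0.880 and 0.908 now passed it, the TR ratio reversed to 1.11 and passed it, and the PPAR and GR ratios reversed to 1.05 and 1.01. Outside promoters, the GATA4 ratio was 1.26 and past the threshold, and the TR ratio to control-only regions reversed to 1.03. Against GC-matched shared regions, the ERR ratio of KO-only regions was 1.44 and no longer past the threshold, and the MEF2, TR, PPAR and GR ratios reversed to 0.855, 0.949, 0.400 and 0.800. Against all shared KO regions, not matched on GC content, no motif passed the threshold with the settings first run, ERR passed it in the central 1000 bp, and with the relaxed consensus ERR, TR (1.06) and GATA4 (1.09) passed it. For control-only regions against shared regions, the ERR, PPAR and GR ratios reversed to 0.878, 0.556 and 0.943, and the MEF2 ratio was 1.00, from 193 matches in each set. Of the other values for motifs of control-only regions, 15 were no longer past the threshold, 14 of them with a lower ratio, and 40 kept their side. With 10 background windows per region, the TR and GATA4 ratios were 1.18 and 1.24, both now past the threshold.

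With 3 or more subpeaks in both lists, 16707 control and 17775 KO regions were left, with 5213 control-only regions and a KO-only share reversed to 56.1%. Genotype-only regions with 3 or more subpeaks numbered 1195 KO-only and 906 control-only, a share reversed to 56.9%. In the former, 50 of the 109 matched genes of Supplemental Table 11 (45.9%) had a KO-only region, and 93 of the 109 had any region. The share among all genes with a region, 39.9%, leaves out genes without one, so the bases differ. In the same setting, 16.8% of shared loci were wider and 8.00% narrower. The 5′ UTR and exon differences were 0.402 and 1.30 points and now past the threshold, the TTS difference was 0.309 points and no longer past it, and the 3′ UTR difference reversed to -0.279 points. The TR ratio to genomic windows reversed to 0.820, and the GR ratio to control-only regions to 1.13.

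For PPAR, no ratio was given where its comparison set had 0 matches. In KO-only regions at least 1000 bp wide, 3 regions and 0 genomic windows matched, and this difference passed the threshold. With 3 or more subpeaks, 2 KO-only and 0 control-only regions matched, and neither control-only regions nor their genomic windows held a match.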

Differences from the paper's values

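The paper reports 2494 increased and 858 decreased H3K27ac peaks in RIP140-null CMs. The counts of regions found in 1 genotype only were 9785 for KO-only regions against the paper's 2494, and 15844 for control-only regions against the paper's 858. None of the alternatives set before the data were examined closed either gap. KO-only counts under them ranged from 8524 to 19281 and control-only counts from 9652 to 27514. Among genotype-only regions with 3 or more subpeaks, a choice made after seeing the values, 906 control-only regions were counted against the paper's 858, and 1195 KO-only regions against the paper's 2494. The measures are not the same, since the paper compared tag counts and the counts here are of regions with no overlap. The paper's 2494 and 858 are also printed in the gene sets of Figure 6C, as genes with increased H3K27ac and as upregulated genes, so it is not settled here whether the values in the paper's text count peaks.

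The paper states more increased than decreased peaks. Here KO-only regions were fewer than control-only regions, at 38.2% of genotype-only regions. They also covered less length, 15.49 Mb against 20.36 Mb. Other measures of length went the other way. The whole KO list covered 154.2 Mb and the control list 151.3 Mb. Of the loci in both lists, 5660 were over 1.5-fold wider and 3353 over 1.5-fold narrower in RIP140-null CMs. KO-only regions were more numerous with equal numbers of the widest regions (53.3%), an alternative set before the data were examined. That alternative removed control regions only, so it could only raise the KO-only share and does not decide the order. KO-only regions were also more numerous with 3 or more subpeaks in both lists (56.1%) or in genotype-only regions (56.9%), both chosen after seeing the values.

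Promoters made up 10.6% of KO-only regions against the paper's share for increased peaks of about 7% in Figure 6B, read by eye. Of the alternatives set before the data were examined, the difference was within 1.5-fold with 50% of the region covered (10.4%), with a reciprocal overlap of 50% (9.84%) and with protein-coding genes only (8.53%). It was not with a gap allowed (11.1%), regions at least 1000 bp wide (12.4%), any base of the region (17.3%) or promoters from 2000 bp upstream to 500 bp downstream (16.5%). Promoters made up 6.13% of control-only regions against the paper's share for decreased peaks of about 4% in Figure 6B, read by eye after the value here was known. Among the alternatives set before the data were examined, only protein-coding genes (4.44%) brought the values within 1.5-fold, and the others gave from 6.05% to 10.5%. Intergenic regions made up 30.3% of control-only regions against about 45% of decreased peaks, a difference within 1.5-fold. It passed 1.5-fold with 50% of the region covered (29.6%), a reciprocal overlap of 50% (26.8%) or regions at least 1000 bp wide (29.6%). It also did by any base (29.3%) or with the wider promoter limits (29.8%). It did not with a gap allowed (30.9%) or protein-coding genes only (37.4%). Introns made up 55.9% against about 46%.

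The paper names Fabp3, Acsm5 and Echdc2 among genes nearest increased peaks, and Tcap, Kcnj2, Adrb1, Acot7, Dgat2 and Suclg2 among the protected genes with increased H3K27ac. Each had 0 KO-only regions. A region found in both lists can still be increased by the paper's tag counts, so this alone is not a conflict with the paper. Covered length was greater in RIP140-null than in control CMs at Fabp3, Acot7, Dgat2 and Adrb1. It was smaller at Acsm5, Echdc2, Tcap, Kcnj2 and Suclg2. Fabp3 had 1 KO-only and 0 control-only regions with gene bodies extended by 5 kb. With that rule Acot7 and Dgat2 each had 1 KO-only and 1 control-only region. With 50% of the region covered, Kcnj2, Acot7, Dgat2 and Suclg2 had 1, 1, 2 and 1 KO-only regions and 1, 0, 0 and 3 control-only regions. With a reciprocal overlap of 50%, Tcap, Kcnj2, Acot7, Dgat2 and Suclg2 had 1, 1, 1, 3 and 5 KO-only regions and 1, 3, 1, 3 and 5 control-only regions. With protein-coding genes only, Kcnj2 had 2 KO-only and 3 control-only regions. Acsm5, Echdc2 and Adrb1 had 0 KO-only regions under the 5 alternatives run for single genes, which were gene bodies, the other overlap rules and protein-coding genes. Figure 6D shows a taller H3K27ac track over the start of Echdc2 in RIP140-null CMs. The listed region there was narrower than in control CMs, at 1088 bp against 1536 bp. Track height measures signal and the lists give only width, so these values need not conflict.

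Figure 6F ranks ERR above MEF2. Here the ratio to genomic windows was 2.27 for ERR and 4.02 for MEF2, and 1.82 and 4.08 with 10 windows per region, the draw with the smaller sampling error. The ERR ratio was the higher with the relaxed consensus (1.96 against 1.55) and against GC-matched shared regions (1.44 against 0.855). It was also the higher against control-only regions (1.36 against 0.889). Against all shared KO regions it was the higher with the settings first run (1.27 against 1.04). There it was the lower with a gap allowed (1.188 against 1.195) and with 3 or more subpeaks (1.06 against 1.32). The paper lists TR, GATA4, PPAR and GR as enriched. With 3 genomic windows per region none of them passed the threshold. TR passed it in the central 1000 bp, with a reciprocal overlap of 50% and with the relaxed consensus. GATA4 passed it in the central 1000 bp, with each of the other overlap rules, in regions at least 1000 bp wide and outside promoters. GR passed it in the central 1000 bp and in regions at least 1000 bp wide. With 10 windows per region, chosen after seeing the values, TR (1.18) and GATA4 (1.24) passed it. PPAR passed it in regions at least 1000 bp wide, with 3 matches in KO-only regions and 0 in genomic windows, and under no other setting.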

Other observations

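Every test below was applied to its pattern only after that pattern had been seen, apart from those with the marker genes and with the strNrip1-/- gene list. The covered lengths at shared loci and the merging of regions within 1000 bp had been set beforehand, but not their use as such tests.

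Control-only regions outnumbered KO-only regions. Splitting of control regions into more pieces was argued against, since 38.2% of genotype-only loci were still KO-only (8508 against 13754) after regions within 1000 bp had been merged in each list. A lower depth in every knockout library stays open. Where both genotypes had a region, it was on the median slightly wider in RIP140-null CMs (median log2 ratio 0.0772, interval 0.0713 to 0.0830). Only 57.35% of these loci were above 0, with 5660 over 1.5-fold wider and 3353 over 1.5-fold narrower. Loci missing from the KO list could not enter this comparison, so it cannot decide about depth. Whether many control-only regions lie near the calling threshold stays open. Only 5.72% of control-only and 12.2% of KO-only regions had 3 or more subpeaks, against 41.7% of shared control and 46.4% of shared KO regions. Most genotype-only regions of both lists thus had 2 subpeaks. If subpeaks are calls merged across replicates, such regions held the fewest that the requirement of 2 of 3 replicates allows. Among genotype-only regions with 3 or more subpeaks, 56.9% were KO-only (interval 54.8% to 59.0%), and among those with 2 subpeaks 36.5% were (8590 against 14938). This decides nothing, since the limit was chosen when its effect on the order was known and also kept more of the shared KO regions (46.4%) than of the shared control regions (41.7%). The smallest number of subpeaks was 2 in both lists, and the number was not shown to measure the strength of a region. Uneven depth among the knockout libraries, through the requirement of 2 of 3 replicates, cannot be told apart from a difference between genotypes. In all, 39.1% of KO regions and 31.1% of control regions had 3 or more subpeaks, and no call per replicate was used. Nuclei of other cell types in the control preparations also stay open. At marker genes of fibroblasts, endothelial cells and macrophages, 4 regions were KO-only and 16 control-only, so 20% were KO-only, and the interval of 8.07% to 41.6% includes the share over all genotype-only regions. The 6 endothelial genes had 33 KO and 40 control regions, the 6 fibroblast genes 4 and 6, and the 5 macrophage genes 0 and 0. Covered length went the other way for the endothelial genes, at 113900 bp in the KO list and 107290 bp in the control list. For the fibroblast genes it was 10020 bp and 15174 bp. How many of these genes CMs also express was not analysed here. A loss of H3K27ac in RIP140-null CMs stays open and was not tested.

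Promoters made up a higher share of KO-only than of control-only regions, with an odds ratio of 1.81 (95% interval 1.65 to 1.98). Median GC content was 46.5% in KO-only and 44% in control-only regions, against 47% in shared KO regions. Stratified by GC content, the odds ratio was 1.24 (interval 1.12 to 1.37), so GC content went with part of the difference but not with all of it. Stratified by region width it was 1.83 (interval 1.66 to 2.00), which argues against width as the whole source. In regions with 3 or more subpeaks it was 3.25 (interval 2.46 to 4.30), but as the number of subpeaks was not shown to measure strength, the calling threshold stays open. A difference in depth was not tested for this pattern, and no biological explanation was tested.

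On chromosome X, 112 regions were KO-only and 295 control-only, so 27.5% were KO-only, against 33.3% to 45.5% on the autosomes. The odds ratio for chromosome X was 0.610 (interval 0.490 to 0.760). It was 0.615 (interval 0.492 to 0.768) when stratified by GC content and 0.273 (interval 0.0867 to 0.861) in regions with 3 or more subpeaks, the last from 4 KO-only and 11 control-only regions. GC content was thus argued against as the whole source, and the calling threshold stays open for the reason given above. The pattern was found by looking at each chromosome. The paper states that the CMs came from male mice, each list held 4 regions on chromosome Y, and no biological explanation was tested.

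The ERR consensus was more frequent in KO-only than in control-only regions by an odds ratio of 1.36 (interval 1.01 to 1.84), a difference that failed the adjustment over the 6 motifs. Stratified by GC content, the odds ratio was 1.42 (interval 1.05 to 1.92), which argues against GC content as its source. A difference in the activity of ERR between genotypes was not tested.

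For the 34 genes that the paper names as changed in hearts of strNrip1-/- mice, a different line, it was asked whether KO-only regions of csNrip1-/- CMs gather near them. Of these genes, 31 had a region and 8 had a KO-only region, against a median of 10 (middle 95% from 6 to 15) in 10000 random lists with the same numbers of assigned regions. The list stood at percentile 15.7 and so was not above random lists. The paper reports more upregulated genes in these hearts than it names. The result therefore covers the named genes only and cannot show whether KO-only regions gather near the full set.

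The ERR site that Supplemental Figure 10F shows in the mouse Nrip1 gene, AGTGACCTTGAGC, lies on chromosome 16 of GRCm38 from 76321767 to 76321779 in an intron. It lies within a control region from 76318389 to 76327048 and a KO region from 76316703 to 76327711.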
